# Hybridization led to a rewired pluripotency network in the allotetraploid *Xenopus laevis*

**DOI:** 10.7554/eLife.83952

**Published:** 2023-10-03

**Authors:** Wesley A Phelps, Matthew D Hurton, Taylor N Ayers, Anne E Carlson, Joel C Rosenbaum, Miler T Lee

**Keywords:** pluripotency, allopolyploidy, genome evolution, zygotic genome activation, comparative genomics, *Xenopus*

## Abstract

After fertilization, maternally contributed factors to the egg initiate the transition to pluripotency to give rise to embryonic stem cells, in large part by activating de novo transcription from the embryonic genome. Diverse mechanisms coordinate this transition across animals, suggesting that pervasive regulatory remodeling has shaped the earliest stages of development. Here, we show that maternal homologs of mammalian pluripotency reprogramming factors OCT4 and SOX2 divergently activate the two subgenomes of *Xenopus laevis*, an allotetraploid that arose from hybridization of two diploid species ~18 million years ago. Although most genes have been retained as two homeologous copies, we find that a majority of them undergo asymmetric activation in the early embryo. Chromatin accessibility profiling and CUT&RUN for modified histones and transcription factor binding reveal extensive differences in predicted enhancer architecture between the subgenomes, which likely arose through genomic disruptions as a consequence of allotetraploidy. However, comparison with diploid *X. tropicalis* and zebrafish shows broad conservation of embryonic gene expression levels when divergent homeolog contributions are combined, implying strong selection to maintain dosage in the core vertebrate pluripotency transcriptional program, amid genomic instability following hybridization.

## Introduction

In animals, zygotic genome activation (ZGA) is triggered after an initial period of transcriptional quiescence following fertilization of the egg, during the maternal-to-zygotic transition (MZT; Lee et al., 2014; Vastenhouw et al., 2019). In mammals, this occurs during the slow first cleavages (Svoboda, 2018), a few days removed from the subsequent induction of pluripotent stem cells in the blastocyst by a core network of factors including NANOG, OCT4, and SOX2 (Li and Belmonte, 2017; Takahashi and Yamanaka, 2016). In contrast, faster-dividing taxa including zebrafish, *Xenopus*, and *Drosophila* activate their genomes in the blastula hours after fertilization (Foe and Alberts, 1983; Kane and Kimmel, 1993; Newport and Kirschner, 1982a; Vastenhouw et al., 2019), which leads immediately to pluripotency. In zebrafish, maternally provided homologs of NANOG, OCT4, and SOX2 are required for a large share of genome activation (Lee et al., 2013; Leichsenring et al., 2013; Miao et al., 2022); thus, vertebrate embryos deploy conserved pluripotency induction mechanisms at different times during early development.

Beyond vertebrates, unrelated maternal factors direct genome activation and the induction of stem cells, for example Zelda (Liang et al., 2008), CLAMP (Colonnetta et al., 2021; Duan et al., 2021), and GAF (Gaskill et al., 2021) in *Drosophila*, although they seem to share many functional aspects with vertebrate pluripotency factors, including pioneering roles in opening repressed embryonic chromatin and establishing activating histone modifications (Blythe and Wieschaus, 2016; Gaskill et al., 2021; Hug et al., 2017). This diversity of strategies implies that the gene network regulating pluripotency has been extensively modified over evolutionary time (Endo et al., 2020; Fernandez-Tresguerres et al., 2010), though it is unknown when and under what circumstances major modifications arose.

We sought to understand how recent genome upheaval has affected the pluripotency regulatory network in the allotetraploid *Xenopus laevis*, by deciphering how embryonic genome activation is coordinated between its two subgenomes. *X. laevis*’s L (long) and S (short) subgenomes are inherited from each of two distinct species separated by ~34 million years that hybridized ~18 million years ago (Session et al., 2016; Figure 1A). A subsequent whole-genome duplication restored meiotic pairing. Despite extensive rearrangements and deletions, most genes are still encoded as two copies (homeologs) on parallel, non-inter-recombining chromosomes (Session et al., 2016). Previously, homeologs had been challenging to distinguish due to high functional and sequence similarity; however, the recent high-quality *X. laevis* genome assembly has made it feasible to resolve differential expression and regulation genome-wide between the two subgenomes (Elurbe et al., 2017; Session et al., 2016).

**Figure 1.**
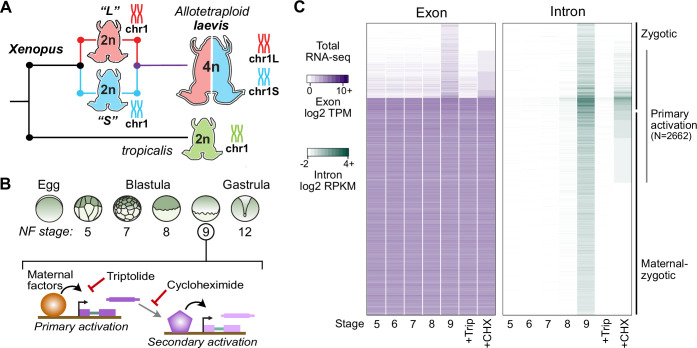
Identifying the first wave of genome activation across the two subgenomes. (**A**) The allotetraploid *X. laevis* genome contains two distinct subgenomes “L” and “S” due to interspecific hybridization of ancestral diploids. (**B**) Triptolide inhibits genome activation, as measured in the late blastula, while cycloheximide inhibits only secondary activation, distinguishing genes directly activated by maternal factors. NF = Nieuwkoop and Faber. (**C**) Heatmap of RNA-seq coverage over exons (left) and introns (right) of activated genes.

**Figure 1—figure supplement 1.**
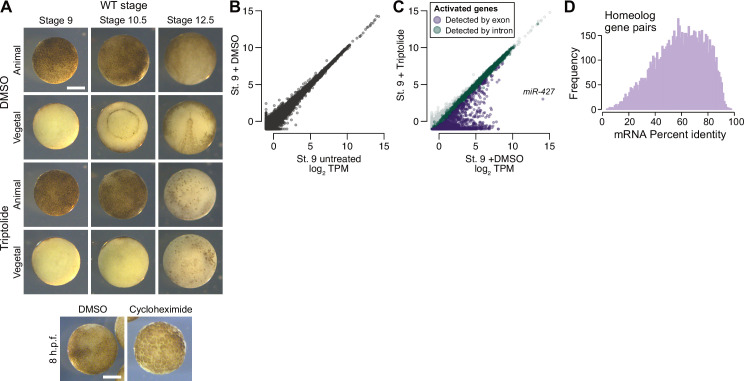
Measuring genome activation. (**A**) (Top) Animal and vegetal views of embryos treated with DMSO (vehicle) versus triptolide. Triptolide-treated embryos fail to gastrulate. (Bottom) Comparison of DMSO versus cycloheximide treated embryo. Treatment was at stage 8, which inhibits progression to stage 9. Scale bar = 0.5 mm. (**B**) Biplot of RNA-seq for untreated versus DMSO-treated embryos at stage 9, showing no effect on the transcriptome. (**C**) Biplot of RNA-seq for DMSO versus triptolide treated embryos, showing inhibited activation as detected by exonic (purple) and intronic (green) signal. The predicted *mir-427* primary transcript is labeled and exhibits >95% expression inhibition. (**D**) Histogram of mRNA percent identity between homeolog pairs, as measured by Needleman-Wunsch alignment. Maximum is 0.975 (5 in every 200 bases, which should be generally distinguishable by RNA-seq using 2x100 sequencing reads).

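gs17.L, a gene transcribed strongly in the late blastula, stood at 281 ± 11.8 TPM, a transcript share scaled to 1e6 (SD, n = 2 libraries), in DMSO-treated and at 264 ± 32.3 TPM (SD, n = 2) in untreated stage 9 embryos of collection A, the embryos of 1 experimental day. pou5f3.2.L, which encodes an OCT4 homolog, stood at 223 ± 12.3 TPM with DMSO and 207 ± 5.54 TPM without (SD, n = 2 each). Exon and intron counts of 27602 genes were compared by edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1.5 in either kind of count. Of these genes, 3 were higher with DMSO, namely reln.L (1.66 against 0 TPM) and, by introns, mgc108147.L and gene12790, and 2 were lower, gene31977 and gene9539, all named after their values were seen. At an unadjusted p under 0.05, 1412 of the 27602 genes passed in either kind of count. That p lets some entries pass without any difference, and 9916 of the genes had an intron entry beside the exon entry. DESeq2 called 4 at the adjusted p and log2 difference above. The count of 5 became 3 without untreated replicate 1, 19 without untreated replicate 2, 3 without DMSO replicate 1 and 13 without DMSO replicate 2. With triptolide in the same collection, mix1.S, a mesendodermal homeobox gene, stood at 0.044 ± 0.0622 TPM (SD, n = 2) against 70.7 ± 5.89 TPM with DMSO (SD, n = 2). The introns of acvr1b.L, which encodes an activin receptor, stood at 0.023 ± 0.0127 RPKM, intron counts scaled by length and depth (SD, n = 2), with triptolide and at 2.00 ± 0.0806 RPKM (SD, n = 2) with DMSO. In all, 7551 genes were higher with DMSO than with triptolide and 45 were lower. With DESeq2's size factors, with scaling from exons alone and with DESeq2, 7610, 7764 and 7213 were higher and 27, 19 and 9 lower.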

Allopolyploidy often provokes acute effects on gene expression (Hu and Wendel, 2019; Moran et al., 2021), leading to regulatory shifts over time to reconcile dosage imbalances and incompatibilities between gene copies (Grover et al., 2012; Song et al., 2020; Swamy et al., 2021). This phenomenon has been explored primarily in plants (Adams and Wendel, 2005; Husband et al., 2013; Mable, 2004), but the extent to which this has occurred in the few characterized allopolyploid vertebrates is unclear (Chen et al., 2019a; Li et al., 2021; Luo et al., 2020). For *X. laevis*, there is a broad trend toward balanced homeolog expression across development and adult tissues, with a subtle bias in favor of the L homeolog that emerges after genome activation (Session et al., 2016), and an overall ontogenetic and transcriptomic trajectory similar to 48 million-years diverged diploid *X. tropicalis* (Harland and Grainger, 2011; Yanai et al., 2011). Initial observations in *X. laevis* have demonstrated differential homeologous enhancer activity in the eye (Ochi et al., 2017) and a divergent cis-regulatory landscape of histone modifications and recruitment of transcriptional machinery in the early gastrula (Elurbe et al., 2017), suggesting that embryonic genome activation is likely also asymmetric between the two subgenomes.

Although *Xenopus* embryos have long been a model for understanding the MZT, for example (Amodeo et al., 2015; Charney et al., 2017; Chen et al., 2019b; Gentsch et al., 2019; Gibeaux et al., 2018; Gurdon et al., 1958; Kimelman et al., 1987; Newport and Kirschner, 1982a; Newport and Kirschner, 1982b; Paraiso et al., 2019; Skirkanich et al., 2011; Veenstra et al., 1999; Yanai et al., 2011), ZGA regulators have not previously been identified in *X. laevis*. Here, we identify maternal Pou5f3 and Sox3 as top-level regulators of *X. laevis* pluripotency and ZGA and elucidate the predicted enhancer architecture that differentially recruits them to homeologous gene copies between the two subgenomes. Despite differential subgenome activation, combined transcriptional output converges to proportionally resemble the diploid state, maintaining gene dosage for the embryonic pluripotency program.

## Results

### Identifying divergently activated homeologous genes

At genome activation, the *X. laevis* pluripotency network consists of maternal regulators acting directly on the first embryonic genes (Figure 1B). To identify these genes, we performed a total RNA-seq early embryonic time course using our *X. laevis*-specific ribosomal RNA depletion protocol (Phelps et al., 2021; Figure 1A and B, Supplementary file 1). 

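Total RNA of whole embryos was depleted of ribosomal RNA and sequenced as strand-specific read pairs, with 2 embryos per sample. The time course holds 2 libraries at stage 5 (23109722 and 24037297 read pairs counted in exons), 2 at stage 8 (6809284 and 7035138), 2 of untreated embryos at stage 9, 8 hours after fertilization (15435882 and 17140532), and 2 at stage 10.5 (9089488 and 9320998). Stages 6 and 7 have 1 library each (19318278 and 7158320 counts), so no difference was tested for them. Read pairs counted in introns made up 0.57% of exon and intron counts at stage 5, 1.23% at stage 8, 7.52% at stage 9 and 14.9% at stage 10.5. DMSO or 20 µM triptolide, which blocks transcription, was given at stage 1 in collections A and B, each from the pooled eggs of 2 mothers. Collection A gave 15080720 and 15434885 exon counts with DMSO and 16629924 and 17200598 with triptolide, and collection B 16441548 and 18580491 with DMSO and 23902505 and 25358689 with triptolide. Within a collection, replicates are sets of embryos of 1 experimental day, so a p-value measures the spread between such sets and not between clutches. For stages 5, 8 and 10.5 the labels give no collection, so it is not known what their replicates share. The authors aligned the reads to the X. laevis v9.2 genome, counted read pairs on the coding strand in exons and in introns with featureCounts, and scaled exon counts to TPM and intron counts to RPKM, the latter by total exon counts. Their introns leave out regions covered at stage 5, exons of other transcript forms, repeats and stretches shared with other genes. Here, exon and intron counts entered 1 edgeR fit as separate entries scaled together by TMM, and a gene was called when either entry passed. A gene was called activated at stage 9 when it was higher with DMSO than with triptolide in both collections and higher in untreated stage 9 than in stage 5 embryos. It was called activated at stage 8 when it was also higher at stage 8 than at stage 5, and at stage 10.5 when it was higher there than at stage 5. A gene with at least 1 TPM on average at stage 5 was counted as maternal. Against a group with no counts, a fold is given as a lower bound with that group at 3 counts per library, which covers counting error only.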

Subtle gene activation is observed in the blastula at Nieuwkoop and Faber (N.F.) stage 8, culminating in 4772 genes with significant activation by the middle of stage 9 (8 hours post fertilization [h.p.f.] at 23 °C) (Figure 1C, Supplementary file 2). 

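gs17.L stood at 2.75 ± 1.48 TPM (SD, n = 2) at stage 8 against 0.061 ± 0.0863 TPM (SD, n = 2) at stage 5, a log2 difference of 5.02 (SE 1.05, adjusted p = 0.00013 from edgeR's quasi-likelihood test), and reached 753 ± 12.7 TPM at stage 10.5. ventx2.1.S, which encodes a homeodomain repressor downstream of BMP signals, stood at 1.07 ± 0.226 TPM (SD, n = 2) at stage 8 and at 0 at stage 5, at least 3.98-fold higher (adjusted p = 0.00494 from edgeR; 0.0501 without stage 8 replicate 1). zic1.L, a neural zinc finger gene, stood at 0.599 ± 0.226 and 0.032 ± 0.00141 TPM at these stages, a log2 difference of 3.99 (SE 1.18, adjusted p = 0.00718 from edgeR; 0.139 without stage 8 replicate 2). By stage 10.5 tfap2a.L, an ectodermal AP-2 gene, stood at 156 ± 8.23 TPM (SD, n = 2) from 0, at least 1910-fold higher, and the epidermal keratin gene krt70.S at 1350 ± 25 TPM, at least 7250-fold higher. The maternal germ plasm gene dnd1.L fell from 281 ± 9.93 to 22.1 ± 1.51 TPM, a log2 difference of -3.66 (SE 0.105, adjusted p = 7.53e-38 from edgeR), and pou5f3.3.L fell to 61.2 ± 1.86 TPM (log2 difference -2.61, adjusted p = 2.43e-29 from edgeR). Activated genes numbered 858 at stage 8, 6702 at stage 9 and 12213 at stage 10.5, and 6515 of the genes activated at stage 9 were higher at stage 10.5. These counts follow unlike rules. That of stage 10.5 rests on the comparison with stage 5 alone, which gave 2287 genes higher at stage 8 and 9762 at stage 9. Introns leave out regions covered at stage 5, which favours a rise over stage 5. At stage 10.5, introns of 9049 genes were higher and of 10 lower. Without stage 8 replicate 2, 436 genes were activated at stage 8. Against stage 5, 5423 genes were lower at stage 10.5. This count was 3640 with DESeq2's size factors and 3455 with scaling from exons alone. These scalings move the median of all exon differences there by 0.418 and 0.473. Of the lists written before the data were examined, stage 10.5 was higher than stage 5 for 36 of 36 genes of ventx and BMP targets (1 also lower), 30 of 32 of organizer and Wnt targets, 51 of 53 of mesendoderm and nodal (1 lower). The counts were 56 of 60 for ectoderm and neural (1 lower) and 23 of 29 of maternal pluripotency factors (5 lower). Cell cycle and checkpoint genes split into 30 of 45 higher and 15 lower, p53, stress and innate response into 19 of 37 and 16, and core histones and chromatin into 17 of 28 and 8. Of 25 germ plasm and oocyte genes 3 were higher and 11 lower. These counts were identical when adjusted over the list alone, and a gene whose introns rose while its exons fell stands in both directions.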

Gene activation was detected through a combination of exon- and intron-overlapping sequencing reads deriving from nascent pre-mRNA (Lee et al., 2013) – indeed, two-thirds of these genes had substantial maternal contributions that masked their activation when quantifying exon-overlapping reads alone (Figure 1C). These genes fail to be activated in embryos treated at 1 cell (stage 1) with the transcription inhibitor triptolide (Gibeaux et al., 2018) when compared to DMSO vehicle control embryos (Figure 1B and C, Figure 1—figure supplement 1).

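acvr1b.L stood at 43.3 ± 2.66 TPM with DMSO and 40.3 ± 1.98 TPM with triptolide in collection B (SD, n = 2 each), while its introns differed by 8.21 on the log2 scale (SE 0.312, adjusted p = 6.17e-31 from edgeR's quasi-likelihood test). rrm2.2.L, a ribonucleotide reductase gene, stood at 703 ± 16.2 and 712 ± 20.6 TPM, with an intron difference of 5.98 (SE 0.476, adjusted p = 7.87e-16 from edgeR). The replication licensing inhibitor gene gmnn.S stood at 544 ± 9.13 and 525 ± 70.5 TPM, with an intron difference of 4.43 (SE 0.215, adjusted p = 4.05e-26 from edgeR). Introns of the splicing factor gene srsf2.L differed by 7.07 (SE 0.177, adjusted p = 1.24e-39 from edgeR), and those of the translation elongation factor gene eef1a1o.S by 9.05 (SE 0.239), with exon differences of 0.67 and 0.41 that were under the threshold. Of 44 translation and housekeeping genes 39 were higher with DMSO (39 adjusted over the list alone) at a median exon difference of -0.15, and of 46 RNA polymerase II and splicing genes 34 (34 adjusted over the list alone) at a median of -0.06. Of the 6702 activated genes, 5279 (78.8%) had maternal mRNA, and 5198 (77.6%) had maternal mRNA and exons that did not pass in all 3 comparisons. Introns passed in all 3 comparisons for 6185 genes, exons for 1094 and both for 596. Intron counts are low, from 36762 to 1637909 per library, so small intron differences were not detectable in every gene. From the reads of the time course, the paper reasons that intron signal comes from nascent transcripts and uncovers activation that maternal mRNA masks among exon reads.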

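In collection B, gs17.L stood at 255 ± 5.36 TPM (SD, n = 2) with DMSO and at 0 with triptolide, at least 749-fold higher. The mesendodermal genes mix1.S, mixer.L and eomes.L stood at 64.8 ± 2.49, 28.4 ± 1.41 and 19.0 ± 2.92 TPM with DMSO and at 0 with triptolide, at least 376-fold, 284-fold and 170-fold higher. The forkhead gene foxi4.2.L and the Wnt target sp5l.L stood at 67.9 ± 4.8 and 52.5 ± 2.29 TPM with DMSO and at 0 with triptolide, at least 365-fold and 322-fold higher. bix1.2.L differed by 11.05 on the log2 scale (SE 0.356, adjusted p = 1.06e-33 from edgeR's quasi-likelihood test), ventx2.1.S by 9.65 (SE 0.267, adjusted p = 1.92e-37 from edgeR) and pou5f3.2.S, at 127 ± 3.95 against 3.07 ± 0.591 TPM, by 5.27 (SE 0.142, adjusted p = 2.36e-37 from edgeR). The only fall among the genes chosen by size of change was the mitochondrial gene nd6.L (log2 difference -1.87, adjusted p = 0.0121 from edgeR), which no longer passed without triptolide replicate 1 (adjusted p = 0.792), without DMSO replicate 1 (0.0526), without DMSO replicate 2 (0.0857) or with the comparison fitted alone (0.473). With DMSO, 8218 genes were higher in collection B and 49 were lower. With DESeq2's size factors, with scaling from exons alone and with DESeq2, 8252, 8336 and 7788 were higher and 37, 27 and 14 lower. Higher genes numbered 29 of 32 among organizer and Wnt targets (29 adjusted over the list alone), 31 of 36 among ventx and BMP targets (33 adjusted over the list alone) and 43 of 53 in mesendoderm and nodal (43 adjusted over the list alone). There were 49 of 60 in ectoderm and neural (49 adjusted over the list alone) and 22 of 29 among maternal pluripotency factors (22 adjusted over the list alone). They numbered 28 of 45 in cell cycle and checkpoint, 22 of 37 in p53, stress and innate response, 18 of 28 in core histones and chromatin and 4 of 25 in germ plasm and oocyte, the same numbers adjusted over the list alone, and no gene of these lists was lower. Of rrm2 and other maternal-zygotic genes of the paper, 12 of 13 were higher (12 adjusted over the list alone); the study chose this list on these samples, so its counts are not independent evidence. Scaling from exons alone moves the median exon difference by 0.191 in collection A and 0.129 in collection B.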

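Collection B also holds 2 libraries of embryos given 500 µg/mL cycloheximide, which blocks translation, at the start of stage 8 and collected at stage 9. They have 16472357 and 19805059 exon counts, and introns made up 1.9% of their counts against 5.38% with DMSO and 0.464% with triptolide in the same collection. A gene was called primary-activated when it was activated at stage 9 and its exons or introns were higher with cycloheximide than with triptolide in collection B, under the thresholds used for the other comparisons. This follows the paper's results text, while its methods name DMSO against cycloheximide. The triptolide libraries serve as the reference for DMSO and for cycloheximide alike, so chance values in them enter both comparisons.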

To distinguish direct targets of maternal factors (primary activation) (Figure 1B), we then performed RNA-seq on stage 9 embryos treated with cycloheximide at stage 8, to inhibit translation of newly synthesized embryonic transcription factors that could regulate secondary activation (Harvey et al., 2013; Lee et al., 2013). A total of 2662 genes (56% of all activated genes) were still significantly activated in cycloheximide-treated embryos compared to triptolide-treated embryos, representing the first wave of genome activation in the embryo (Figure 1C, Supplementary file 1A).

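gadd45g.L, a gene of growth arrest and DNA damage responses, stood at 29.6 ± 2.44 TPM (SD, n = 2) with cycloheximide and at 0 with triptolide, at least 111-fold higher. eomes.L and foxi4.2.L stood at 11.0 ± 0.255 and 12.6 ± 0.531 TPM with cycloheximide, at least 91.6-fold and 63.3-fold higher than with triptolide, and gs17.L at 9.58 ± 2.51 TPM, at least 26.3-fold higher. hes3.L, a Notch pathway repressor gene, stood at 21.7 ± 1.05 TPM with cycloheximide (at least 64-fold higher than with triptolide) and at 0.903 ± 0.281 TPM with DMSO (SD, n = 2 each). The phosphatase gene cdc25b.L rose by 8.65 on the log2 scale (SE 0.372, adjusted p = 3.44e-27 from edgeR's quasi-likelihood test), zic1.S by 8.49 (SE 0.397) and gadd45g.S by 9.31 (SE 0.422). Among core histone genes, h4c1.L fell from 608 ± 50.1 TPM with triptolide to 89.4 ± 19.5 TPM with cycloheximide (log2 difference -2.93, adjusted p = 1.07e-09 from edgeR), h3c8.S by a log2 difference of -2.51 and h2ac14.L by -2.13. Exons or introns of 3194 activated genes (47.7%) passed, 2430 with and 764 without maternal mRNA, and exons of 625. Higher genes numbered 47 of 60 in ectoderm and neural (48 adjusted over the list alone), 40 of 53 in mesendoderm and nodal (41 adjusted over the list alone), 30 of 36 among ventx and BMP targets (31 adjusted over the list alone) and 24 of 32 among organizer and Wnt targets (25 adjusted over the list alone). In the list core histones and chromatin 16 genes were higher and 3 lower (16 and 4 adjusted over the list alone). Over all genes, 3433 were higher than triptolide both with DMSO and with cycloheximide, against 1167 for independent lists and 0 in each of 10 simulations of unchanged groups. The simulated groups were drawn around the mean of these triptolide libraries, so they leave out what a shared reference adds to both lists. The 2 triptolide libraries are too few to split, so part of the excess may come from the shared reference. From activation that persists without new translation, the paper states that these genes are the first wave of genome activation.

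**Figure D1:**
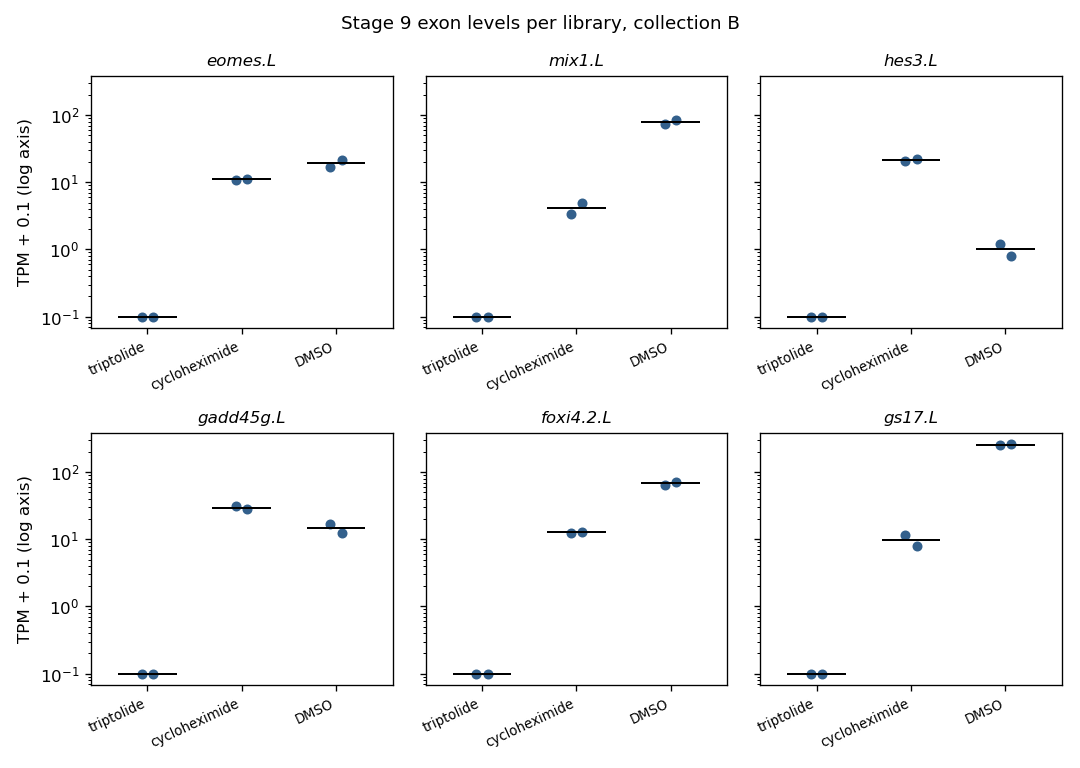
Exon levels of eomes.L, mix1.L, hes3.L, gadd45g.L, foxi4.2.L and gs17.L at stage 9 in collection B, as TPM plus 0.1 on a log axis, with triptolide, cycloheximide and DMSO. Each point is a library and each line the mean of 2; hes3.L and gadd45g.L stand higher with cycloheximide than with DMSO.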

We analyzed subgenome of origin for activated genes and found that they are preferentially encoded as two homeologous copies in the genome (p=2.3 × 10^–225^, χ-squared test, 10 d.o.f.; Figure 2A). However, a majority of these genes have asymmetric expression between the two homeologs, often with transcription deriving from only the L or S copy alone (Figure 2B–C). This asymmetry is more pronounced at stage 8, but balances somewhat as genome activation progresses, suggesting timing differences for homeolog activation that could result from subtle regulatory divergence (Figure 2A, Figure 2—figure supplement 1A–C); and slightly less pronounced for strictly zygotic genes compared to maternal-zygotic genes (maternal contribution ≥1 TPM; Figure 2D, Figure 2—figure supplement 1D), which are often reactivated with different homeolog expression patterns compared to their maternal contribution (Figure 2E).

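zic1, mix1, ventx2.1, sp5l and pou5f3.2 have an L and an S copy in the annotation, and both copies of each were activated at stage 9. hes3 was activated from the L copy, and oaz1, an antizyme gene of polyamine turnover, from both copies at stage 9 but in the first wave from the S copy alone. Of 14628 annotated loci with a symbol ending in .L or .S, 8255 (56.4%) have both copies. Among loci activated at stage 9, 2927 of 4011 (73.0%) are such pairs (chi-square test against the remaining loci, 1 df, p = 9.04e-136). The share was 78.1% at stage 8 (556 of 712, chi-square p = 6.58e-33, 1 df) and 80.7% among primary-activated loci (1618 of 2004, chi-square p = 2.33e-123, 1 df). At stage 10.5 it was 67.9% (4361 of 6422, chi-square p = 2.44e-135, 1 df). Maternal loci were pairs in 57.7% (5778 of 10019, chi-square p = 8.56e-06, 1 df). A pair was counted when either copy was called, so it had more chances to be counted than a singleton. Some excess of pairs arises from this alone, and these tests cannot separate it from a preference for pairs. Genes without a symbol, 53.8% of those with TPM values, could not be placed in pairs and were left out.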

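The S copy of zic1 stood at 35.4 ± 9.91 TPM and the L copy at 16.5 ± 3.72 TPM in untreated stage 9 embryos (SD, n = 2 each). mix1.L and mix1.S stood at 53.2 ± 7.85 and 58.2 ± 9.75 TPM, closer than the spread between replicates. Introns of pou5f3.2.L reached 58.7 ± 4.04 RPKM and those of pou5f3.2.S 18.7 ± 0.407 RPKM, and introns of acvr1b.L 2.18 ± 0.0827 RPKM against 0.196 ± 0.0346 RPKM for acvr1b.S (SD, n = 2 each). Of 2927 pairs activated at stage 9, 1423 (48.6%) were called from both copies, 848 (29.0%) from L alone and 656 (22.4%) from S alone. Of 1618 pairs of primary-activated genes, 934 (57.7%) were called from 1 copy, 565 from L and 369 from S. A copy that was not called was not shown to be silent or to differ from its partner, since the difference between copies was not tested at this step. Reads from stretches identical in both copies cannot be assigned to either, so levels of near-identical pairs are uncertain.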

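At stage 8 gs17.L and zic1.L were called, while zic1.S, at 0.657 ± 0.468 TPM (SD, n = 2), was called by DESeq2 alone (log2 difference 1.79, adjusted p = 0.0491), and both copies of zic1 were called at stage 9. Of 556 pairs activated at stage 8, 35 (6.29%) were called from both copies, 266 from L alone and 255 from S alone; the share from both copies was 4.11% without stage 8 replicate 2. Of the 521 called from 1 copy, 350 (67.2%) were called from both at stage 9. At stage 10.5, 2400 of 4361 pairs (55.0%) were called from both. Pairs of stage 8 are by definition among those of stage 9 and most of those again among stage 10.5, so a chi-square test between stages is not valid and none is given. A call at stage 8 takes 4 comparisons, with the shallowest libraries of the tested stages, and so does a first-wave call, where 684 of 1618 pairs (42.3%) came from both copies. Among 2609 pairs with maternal mRNA, both copies were activated in 1251 (47.9%), and among 318 pairs without in 172 (54.1%). The classes of these pairs did not differ past 0.05 (chi-square test, n = 2927 pairs, 2 df, p = 0.0751). Maternal mRNA of acvr1b came from both copies, at 60.8 ± 0.4 TPM for L and 74.0 ± 0.112 TPM for S at stage 5 (SD, n = 2 each). The copies called in activation differed from those holding maternal mRNA in 1310 of 2609 pairs (50.2%): 646 pairs went from both copies to L and 528 from both to S, and 1176 kept both. From the change with stage, the paper proposes that the homeologs are activated at different times, with subtle regulatory divergence as a possible source.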

**Figure 2.**
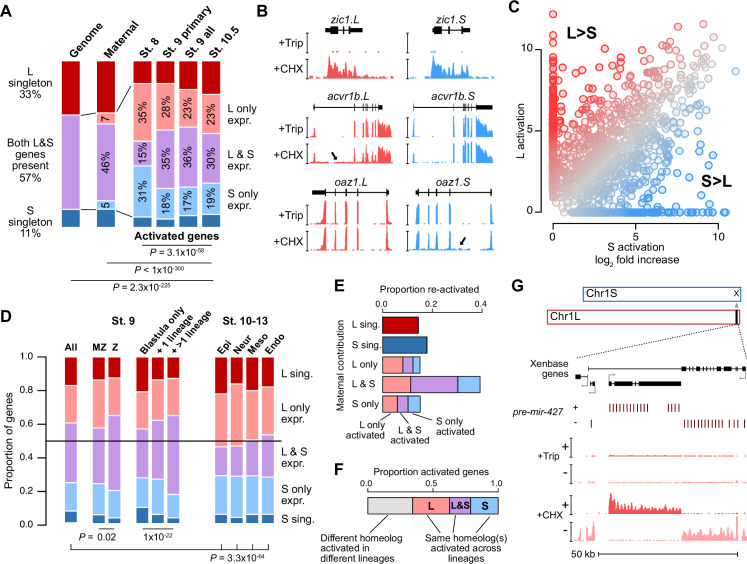
Homeologous genes are differentially activated in the early embryo. (**A**) Proportion of genes encoded as homeologs on both subgenomes versus only one subgenome (singleton) (left), as compared to expression patterns in the early embryo. p Values are from χ-squared tests, 10 d.o.f., comparing genomic to expressed proportions, 16 d.o.f., comparing proportions between activated genes and the maternal contribution, 12 d.o.f., comparing proportions at subsequent stages of activation. (**B**) Browser tracks showing log2 reads-per-million RNA-seq coverage of equivalently activated homeologs (top) and differentially activated homeologs (L-specific, middle; S-specific, bottom). Trip = triptolide, CHX = cycloheximide. (**C**) Biplot comparing log2 fold primary activation over triptolide treated embryos for the S homeolog (x axis) versus the L homeolog. (**D**) Left, proportion of genes activated symmetrically or asymmetrically from the L or S subgenomes, stratified into whether there is a maternal contribution for either homeolog (MZ) or not (**Z**) (p=0.02, χ-squared test, 4 d.o.f.); and whether a gene is activated only in the stage 9 blastula or is additionally increased in only one or more than one differentiated lineage from stages 10–13 (p=1.3 × 10^–22^, χ-squared test, 8 d.o.f.). Right, homeolog proportions of later gene activation in epidermal (Epi), neural progenitor (Neur), ventral mesodermal (Meso), and endodermal (Endo) lineages from stages 10–13 (p=3.3 × 10^–64^, χ-squared test comparing stage 9 and the four lineages, 16 d.o.f.). Lineage-specific gene expression data are from Johnson et al., 2022. (**E**) Homeolog-specific stage 9 activation proportions, versus maternal contribution homeolog expression patterns, for maternal-zygotic genes. (**F**) Concordance of homeolog activation patterns across the differentiated lineages at stages 10–13, for genes initially activated at stage 9 and also increased in at least two differentiated lineages. (**G**) Browser track showing strand-separated reads-per-million RNA-seq coverage over the *mir-427* encoding locus on the distal end of Chr1L (v10.1).

**Figure 2—figure supplement 1.**
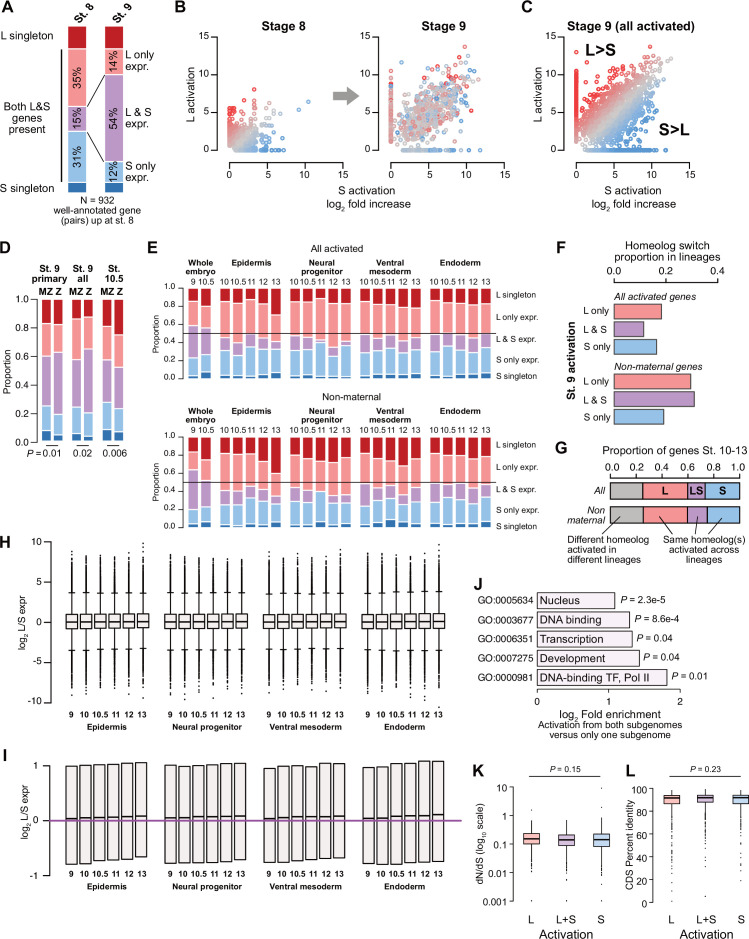
Differential homeolog activation over early development. (**A**) Proportion of genes activated only from one homeolog or from both homeologs at stage 8, as compared to their homeolog activation patterns at stage 9. (**B**) Biplots showing L dominant (red) or S dominant (blue) activation at stage 8 (left), that resolves to more balanced homeolog activation patterns at stage 9. Each gene is the same color in both plots. (**C**) Biplot comparing log2 fold all stage 9 activation over triptolide treated embryos for the S homeolog (x axis) versus the L homeolog. (**D**) Proportion of genes activated symmetrically or asymmetrically from the L or S subgenomes, stratified into whether there is a maternal contribution for either homeolog (MZ) or not (Z), for primary activated genes, all stage 9 activated genes, and stage 10.5 activated genes. p Values are from χ-squared tests, 4 d.o.f. (**E**) Proportion of genes activated symmetrically or asymmetrically from the L or S subgenomes from stages 10–13 in differentiated lineages. Top plots represent all genes increased at each stage, bottom plots represent genes with maternal contribution <1 TPM. Lineage-specific gene expression data are from Johnson et al., 2022. (**F**) Proportion of genes encoded on both subgenomes that change homeolog activation patterns in a differentiated lineage in stages 10–13. (**G**) Concordance of homeolog activation patterns across the differentiated lineages at stages 10–13, for all genes up in at least two different lineages (top) or only genes with maternal contribution <1 TPM (bottom). (**H**) Boxplots showing log2 L versus S expression ratio for each differentiated lineage over stages 10–13, in the whole transcriptome. N = 8271 homeolog pairs. (**I**) Zoom of boxplots in (**H**), demonstrating a gradual bias toward L-dominant expression over time. (**J**) Significantly (FDR <0.05, Fisher’s exact test, two-sided) enriched Gene Ontology terms in genes activated from both homeologs, as compared to genes activated from only one subgenome. (**K**) Boxplots of non-synonymous to synonymous substitution rate ratio (dN/dS) shown on a log10 scale, for genes activated from both subgenomes or only one subgenome (p=0.15, Kruskal-Wallis test; median L=0.15, LS = 0.14, S=0.14). All gene groups trend toward stabilizing selection. N = 465, 585, 305 for L, L+S, and S groups, respectively. (**L**) Boxplots of CDS percent similarity for activation groups as in (K) (p=0.23, Kruskal-Wallis test). For all boxplots: center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers.

**Figure 2—figure supplement 2.**
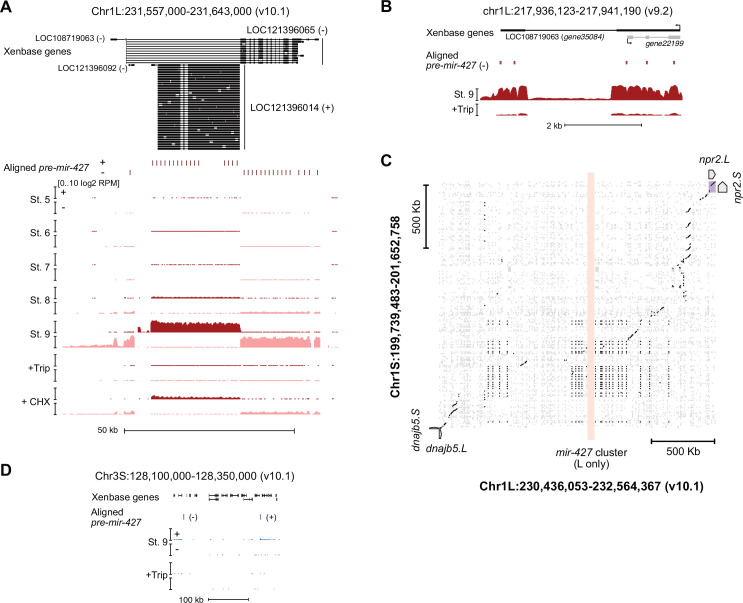
The mir-427 locus. (**A**) Browser tracks showing strand-separated log2 reads-per-million RNA-seq coverage over the predicted *mir-427* primary transcript near the telomere of Chr1L on the v10.1 genome assembly. Xenbase gene isoforms are annotated at the top, aligned precursor mir-427 sequences are annotated in the middle according to strand orientation. (**B**) Browser track showing log2 reads-per-million RNA-seq coverage over the presumed mir-427 encoding region on the v9.2 genome assembly. The overlapping antisense transcript is not transcribed (all coverage shown is sense to the *mir-427* transcript). (**C**) Dot matrix alignment plot showing BLAST local alignments between v10.1 Chr1L and Chr1S in the region flanking the mir-427 locus. Repetitive sequence alignments (Xenbase soft-masked genomic sequence) are shown in gray, non-repetitive alignments in black. Upstream (*dnajb5*) and downstream (*npr2*) homeologous genes are labeled. The L-specific mir-427 locus is highlighted in light red, showing no alignments to Chr1S. (**D**) Region of v10.1 Chr3S where two additional sequence matches to the mir-427 hairpin are found by BLAT. However, there is minimal RNA-seq coverage, suggesting the Chr1L locus is the only bona fide *mir-427* encoding region in the v10.1 assembly. Log2 reads-per-million coverage is shown on the same scale as panel (**A**).

After genome activation, a heightened imbalance in favor of the L homeolog emerges, as measured by activation patterns in four differentiated cell lineages (Johnson et al., 2022; Figure 2D, Figure 2—figure supplement 1E–I), that appears to indicate a shift toward more divergent homeolog regulation as development proceeds, as was observed previously (Session et al., 2016). However, it is likely that some of the shared homeolog activation as measured in the whole blastula is actually composed of homeolog-specific regional activation (Chen and Good, 2022). Indeed, for one-third of genes activated in more than one lineage, different homeologs are activated in different lineages (Figure 2F, Figure 2—figure supplement 1F and G), and for those genes that are already activated at stage 9, this seems to result in a higher proportion of both-homeolog activation, as compared to genes with single-lineage or blastula-specific activation (p=1.3 × 10^–22^, χ-squared test, 8 d.o.f.). Overall, this indicates a high degree of divergent cis-regulatory architecture between gene homeologs throughout early development.

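eomes, gata2, gata4, gata6, foxa4, gsc, grhl3, dlx5, tfap2a, ventx1.1 and sox17a are among the transcription factor genes activated at stage 9 from their L and their S copy. Symbols beginning like those of transcription factor families, by a list written before the data were examined, stood for 149 of the 1423 pairs activated from both copies (10.5%) and 87 of the 1504 pairs activated from 1 copy (5.78%). The odds ratio was 1.90 (95% confidence interval 1.44 to 2.54, Fisher's exact test, p = 3.43e-06). The background is the pairs activated from at least 1 copy, and members without a family name in their symbol were not counted. Among the 149 are crebbp, irf2bp2, tp53bp2, tp53inp1 and tp53inp2, cofactors or binding partners that match by symbol alone.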

Genes activated from both subgenomes are enriched in transcriptional regulators (p<0.01, Fisher’s exact test, two-sided) (Figure 2—figure supplement 1J), suggesting that gene function may have influenced homeolog expression patterns. However, there is no evidence for stronger functional divergence between homeologs expressed asymmetrically between the subgenomes, as estimated by non-synonymous versus synonymous mutation rate in coding regions (dN/dS ratio; Figure 2—figure supplement 1K and L).

### The microRNA *mir-427* is encoded on only one subgenome

Among the first-wave genes is the microRNA *mir-427*, which plays a major role in clearance of maternally contributed mRNA (Lund et al., 2009). Similar to *X. tropicalis mir-427* (Owens et al., 2016) and the related zebrafish *mir-430* (Lee et al., 2013), *mir-427* is one of the most strongly activated genes in the *X. laevis* embryonic genome (Figure 2D, Figure 2—figure supplements 1C and 2A). In version 9.2 of the *X. laevis* genome assembly, the *miR-427* precursor hairpin sequence is found in only five copies overlapping a Xenbase-annotated long non-coding RNA on chr1L (Figure 2—figure supplement 2B). To better capture the genomic configuration of the *mir-427* primary transcript, we aligned the miRBase-annotated precursor sequence (Kozomara et al., 2019) to the version 10.1 *X*. *laevis* genome assembly. This revealed an expanded *mir-427* locus at the distal end of Chr1L composed of 33 precursor copies, encoded in both strand orientations over 55 kilobases (Figure 2D, Figure 2—figure supplement 2A and B). The corresponding region on Chr1S is unalignable (Figure 2—figure supplement 2C), suggesting that *mir-427* is encoded on only the L subgenome. We additionally found two *mir-427* hairpin sequence matches to the distal end of Chr3S, but these loci were not supported by substantial RNA-seq coverage (Figure 2—figure supplement 2D).

This is reminiscent of the *X. tropicalis mir-427* genomic configuration (Owens et al., 2016), although smaller in scale and on a non-homologous chromosome. In *X. tropicalis*, 171 tandemly arrayed *mir-427* precursors are found on the distal end of Chr03, which is thought to accelerate mature *miR-427* accumulation during the MZT to facilitate rapid maternal clearance (Owens et al., 2016). Zebrafish similarly encodes a large array of more than 2000 *mir-430* precursors, which begin to target maternal mRNA for clearance shortly after ZGA (Bazzini et al., 2012; Giraldez et al., 2006; Hadzhiev et al., 2023; Lee et al., 2013). These results strongly suggest that the mir-427 locus has undergone genomic remodeling, resulting in absence from the S subgenome, but possibly also translocation between chromosomes in the *tropicalis* or *laevis* lineages.

### Subgenomes differ in their regulatory architecture

To discover the maternal regulators of differential homeolog activation, we first profiled embryonic chromatin using Cleavage Under Target & Release Using Nuclease (CUT&RUN) (Hainer and Fazzio, 2019; Skene and Henikoff, 2017), which we adapted for blastulae. We found that cell dissociation was necessary for efficient nuclear isolation to carry out the on-bead CUT&RUN chemistry (Figure 3A, Figure 3—figure supplement 1A–D). At stages 8 and 9, the active marks H3 lysine 4 trimethylation (H3K4me3) and H3 lysine 27 acetylation (H3K27ac) were enriched in the transcription start site (TSS) regions of activated genes, and differential homeolog activation measured by RNA-seq significantly correlates with differential histone modification profiles, with a slight overall bias toward stronger L homeolog chromatin activity (Figure 3B and C, Figure 3—figure supplement 1E–G, Supplementary file 3). Differential promoter engagement by transcriptional machinery likely underlies the differential histone modification levels; however, we found no promoter sequence differences between homeologs that would implicate differential recruitment of specific transcription factors (Supplementary file 4).

**Figure 3.**
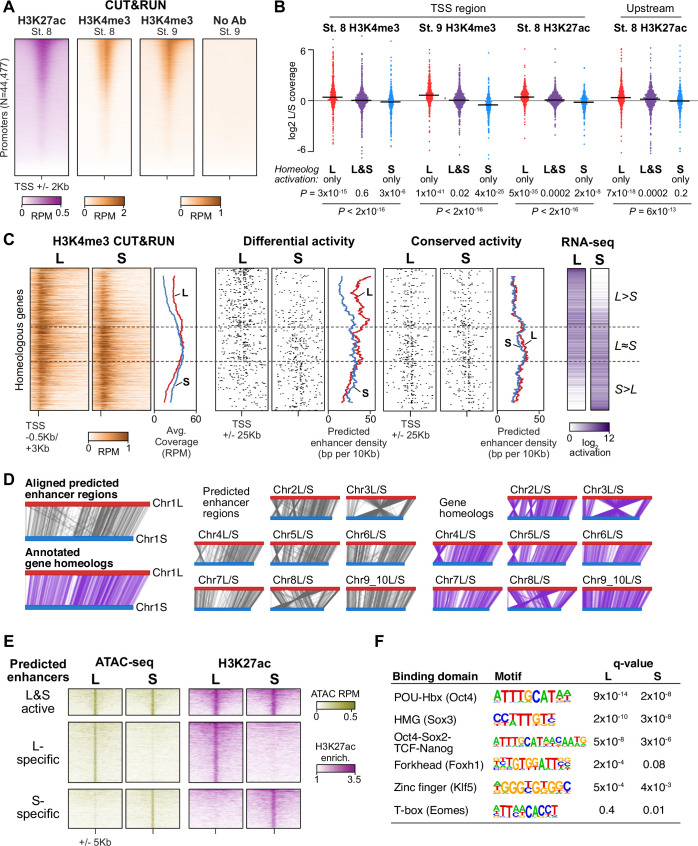
Differential homeolog activation is regulated by subgenome-specific enhancers. (**A**) CUT&RUN coverage over all annotated transcription-start site (TSS) regions, sorted by descending stage 8 H3K27ac signal. (**B**) Bee-swarm plots showing the log2 ratio of L versus S homeolog coverage among genes where only one homeolog is activated (L only, S only), or both homeologs are activated. TSS region is 1 kb centered on the TSS; upstream region is 500 bp to 3 kb upstream of the TSS. Horizontal bars show medians. Individual category p values are from two-sided paired t-tests of log2 L homeolog coverage vs log2 S homeolog coverage, p values across the three categories are from a one-way ANOVA on the log2 ratios. (**C**) Stage 9 H3K4me3 CUT&RUN coverage over paired homeologous gene regions around the TSS (left) and maps comparing high-confidence predicted enhancer density near homeologous TSSs (middle). Differential predicted enhancers are active in only one subgenome, conserved predicted enhancers are active in both. Average densities are plotted to the right of each paired map. Gene pairs are sorted according to L versus S subgenome RNA-seq activation ratio (right). (**D**) Schematics showing aligned predicted enhancers and their homeologous regions (gray) mapped onto L (red, top lines) and S (blue, bottom lines) chromosomes. Comparable schematics show Xenbase annotated homeologous gene pairs (lavender). (**E**) Heatmap of stage 9 ATAC-seq and stage 8 H3K27ac CUT&RUN over L & S homeologous regions for equivalently active high-confidence predicted enhancers (top) and subgenome-specific predicted enhancers. (**F**) Top enriched transcription factor motif families in L-specific and S-specific active high-confidence predicted enhancers compared to inactive homeologous regions. FDR-corrected p-values from Homer are shown. RPM = reads per million.

**Figure 3—figure supplement 1.**
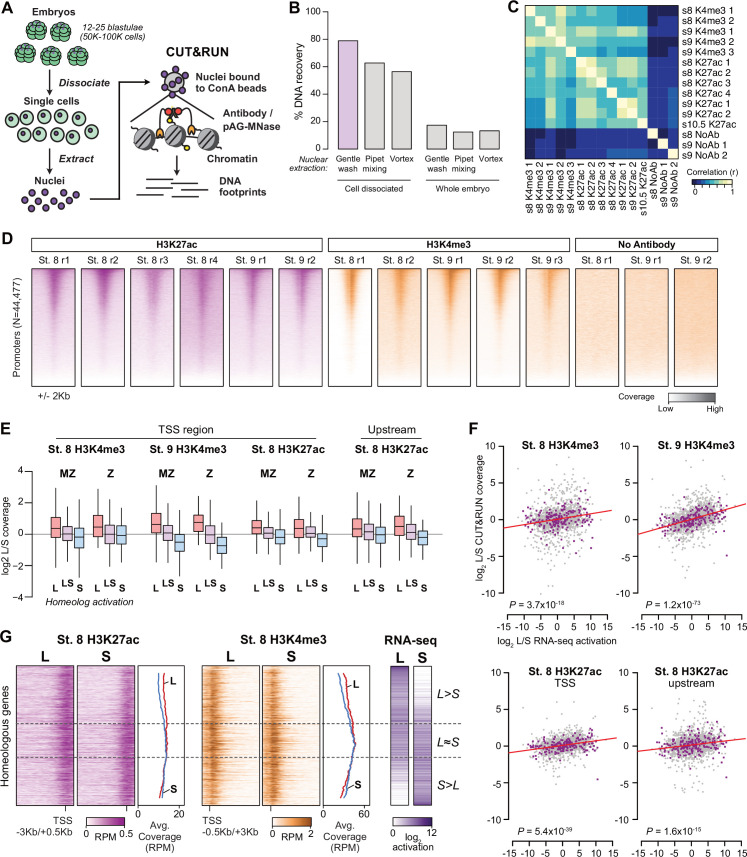
Profiling homeologous regulatory elements. (**A**) CUT&RUN for *X. laevis* blastulae requires cell dissociation prior to nuclear extraction. (**B**) Comparison of different nuclear extraction techniques. Percent DNA recovered was estimated by NanoDrop quantification of phenol-chloroform extracted DNA after nuclear extraction, as a percentage of theoretical total nuclear DNA mass based on the length of the reference genome sequence. Three nuclear extraction methods were tested with and without cell dissociation: gentle washing by pipeting buffer on the surface of the cells, pipet mixing, vortexing at 1500 rpm. (**C**) Heatmap of pairwise sample correlation between CUT&RUN samples, as measured by log2 coverage in a 1 Kb window around the center of ATAC-seq open regions (N=58223). (**D**) Heatmaps showing CUT&RUN coverage over transcription start sites for all samples. (**E**) Boxplots as in Figure 3B showing CUT&RUN log2 coverage L/S on genes in which only one homeolog is activated at stage 9 (L, S) or both activated (LS), stratified into maternal-zygotic genes (MZ) with >1 TPM maternal contribution (N = 547, 889, 398 for L, LS, and S respectively), and strictly zygotic genes (Z) (N = 46, 126, 35 for L, LS, and S respectively). Two-way ANOVA for each of the four sets indicates there is no significant interaction between MZ/Z and homeolog activation pattern (p=0.37–0.91). (**F**) Biplots comparing log2 L versus S RNA-seq activation ratio (x axis) and log2 L versus S CUT&RUN read coverage. Linear regression lines are overlaid in red; each has positive slope. p Values are from two-sided Pearson’s correlation tests. (**G**) CUT&RUN coverage over paired homeologous gene regions around the TSS. Gene pairs are sorted according to L versus S RNA-seq activation ratio (right).

**Figure 3—figure supplement 2.**
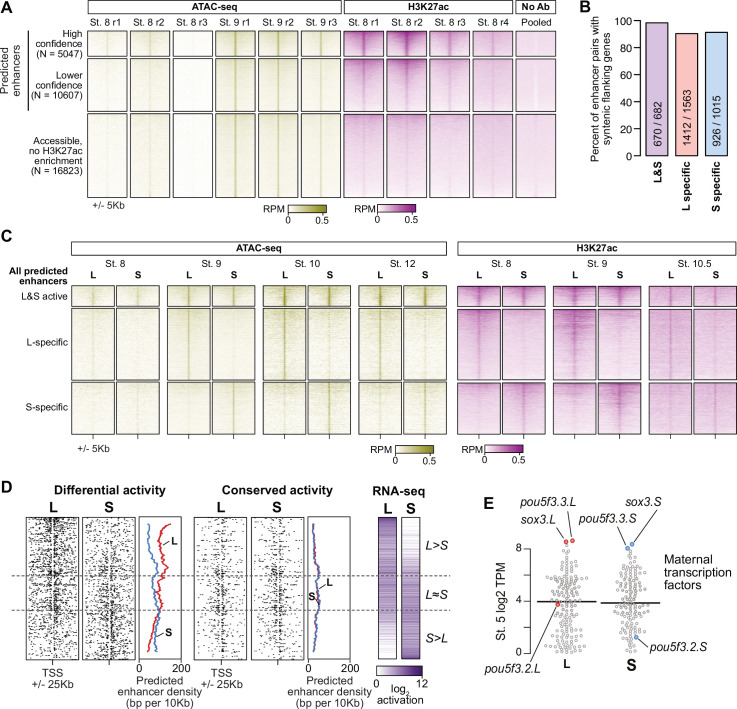
Enhancer prediction and homeologous region comparison. (**A**) Heatmaps showing ATAC-seq peaks divided into predicted high-confidence enhancers with H3K27ac CUT&RUN enrichment in ≥3 of four individual replicates, lower-confidence enhancers with pooled H3K27ac CUT&RUN enrichment, and non-enhancers lacking H3K27ac enrichment. (**B**) Proportion of predicted homeologous enhancers that are flanked upstream and downstream by homeologous genes (at least one of the five nearest genes up/downstream). Only high-confidence enhancers that lift over to the other subgenome were considered. (**C**) Heatmaps of later-stage ATAC-seq (Esmaeili et al., 2020) and H3K27ac CUT&RUN coverage (this study) plotted over predicted enhancers and homeologous regions. (**D**) Similar to Figure 3C, maps comparing all (high and lower confidence) predicted enhancer density near homeologous TSSs (middle). Differential predicted enhancers are active in only one subgenome, conserved predicted enhancers are active in both. Average densities are plotted to the right of each paired map. Gene pairs are sorted according to L versus S subgenome RNA-seq activation ratio (right). Differential predicted enhancer density correlates with differential homeolog RNA-seq expression (p=1.0 × 10^–30^, Pearson’s correlation test), while conserved predicted enhancer density does not (p=0.06). (**E**) Maternal (stage 5) RNA-seq levels for L and S sequence-specific transcription factors, as annotated by Gene Ontology. *pou5f3.3* and *sox3* are the top expressed transcription factors for both L and S. *pou5f3.2* is also maternally contributed at lower levels. *pou5f3.1* is not maternal.

Instead, we searched for differences in gene-distal regulatory elements – that is enhancers – between the two subgenomes. To identify regions of open chromatin characteristic of enhancers, we performed Assays for Transposase-Accessible Chromatin with sequencing (ATAC-seq) on dissected animal cap explants; the high concentration of yolk in vegetal cells inhibits the Tn5 transposase (Esmaeili et al., 2020). Accessible chromatin is already evident at stage 8 in putative enhancer regions, though the overall signal is weak, and by stage 9, these regions exhibit robust accessibility (Figure 3—figure supplement 2A). We called peaks of elevated sub-nucleosome sized fragment coverage at stage 9, then intersected the open regions with our H3K27ac CUT&RUN. This yielded 15,654 putative open and acetylated gene-distal regulatory regions at genome activation, of which we classified 5047 as high confidence predicted enhancers that had ≥2 fold signal enrichment in each of at least three H3K27ac replicates and three ATAC-seq replicates individually (Figure 3—figure supplement 2A, Supplementary file 5).

To identify homeologous L and S enhancer regions, we constructed a subgenome chromosome-chromosome alignment using LASTZ (Harris, 2007). This yielded a syntenic structure consistent with genetic maps (Figure 3D; Session et al., 2016), recapitulating the large inversions between chr3L/chr3S and chr8L/chr8S. Seventy-nine percent of predicted enhancer regions successfully lifted over to homeologous chromosomes, and of these, >92% of these are flanked by the same homeologous genes (Figure 3—figure supplement 2B), confirming local synteny.

Among the paired regions involving high-confidence predicted enhancers, only 21% had conserved activity in both homeologs, with the remaining pairs exhibiting differential H3K27ac and chromatin accessibility (Figure 3E, Figure 3—figure supplement 2C). Differential predicted enhancer density around genes significantly correlated with differential activation (p=1.3 × 10^–16^, Pearson’s correlation test; Figure 3C, middle, Figure 3—figure supplement 2D), with greater L enhancer density around differentially activated L genes, and similarly for S enhancers and S genes. In contrast, conserved enhancers had equivalent density near both homeologs regardless of activation status (p=0.67, Pearson’s correlation test; Figure 3C, right). Thus, differences in enhancer activity likely underlie divergent gene homeolog transcription at genome activation.

### Maternal pluripotency factors differentially engage the subgenomes

Given that these paired enhancer regions are differentially active despite having similar base sequences, we searched for transcription factor binding motifs that distinguished active enhancers from their inactive homeolog. Two motifs were strongly enriched in both active L enhancers and active S enhancers, corresponding to the binding sequences of the pluripotency factors OCT4 and SOX2/3 (SOXB1 family; Figure 3F, Supplementary file 4). Since mammalian OCT4 and SOX2 are master regulators of pluripotent stem cell induction (Li and Belmonte, 2017; Takahashi and Yamanaka, 2016), and zebrafish homologs of these factors are maternally provided and required for embryonic genome activation (Lee et al., 2013; Leichsenring et al., 2013; Miao et al., 2022), we hypothesized that differential enhancer binding by maternal *X. laevis* OCT4 and SOXB1 homologs underlies asymmetric activation of the L and S subgenomes.

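At stage 5, before genome activation, sox3.L stood at 359 ± 16.6 TPM and sox3.S at 316 ± 0.248 TPM (SD, n = 2 each). pou5f3.3.L stood at 375 ± 3.78 TPM and pou5f3.3.S at 255 ± 2.69 TPM (SD, n = 2 each). pou5f3.2.L stood at 13.4 ± 0.907 TPM and pou5f3.2.S at 2.45 ± 0.25 TPM (SD, n = 2 each), below every copy of sox3 and pou5f3.3 by more than the spread between replicates.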

RNA-seq confirms high maternal levels of *sox3* and *pou5f3.3* (OCT4 homolog) mRNA, as well as lower levels of paralog *pou5f3.2*, each deriving from both subgenomes (Figure 3—figure supplement 2E). To assess their roles in genome activation, we inhibited their translation using previously validated antisense morpholinos (Morrison and Brickman, 2006; Takebayashi-Suzuki et al., 2007; Zhang et al., 2003) injected into stage 1 embryos. 

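Morpholinos block translation, so mRNA of the targeted genes does not report the block. sox3.L stood at 336 ± 30.9 TPM with the GFP morpholino and 316 ± 19.4 TPM with pou5f3.3 and sox3 morpholinos in collection G (SD, n = 3 each). In collection F it stood at 389 ± 14.5 TPM with GFP, 352 ± 27.8 TPM with pou5f3.2 and pou5f3.3, and 388 ± 25.2 TPM with all 3 morpholinos (SD, n = 3 each). pou5f3.3.L stood at 364 ± 23.7 and 394 ± 5.6 TPM in collection G, and at 435 ± 1.86, 489 ± 2.74 and 518 ± 18.8 TPM in collection F, in the same order. pou5f3.2.L stood at 100.1 ± 10.8 and 132 ± 13.3 TPM in collection G, and at 204 ± 8.43, 247 ± 9.77 and 268 ± 21 TPM in collection F. Their S copies ranged from 306 to 364 TPM for sox3.S, 276 to 394 TPM for pou5f3.3.S and 63.6 to 124 TPM for pou5f3.2.S over these groups. Embryos were injected at stage 1 with 120 ng of morpholino in all, 40 ng against each target and the rest against GFP, and collected at stage 9. Collection G has 3 GFP libraries (11575524 to 13309670 exon counts, median 12540142) and 3 with pou5f3.3 and sox3 morpholinos (11404369 to 16724504, median 12640362). Collection F has 3 GFP libraries (11396749 to 14673469, median 13839342), 3 with pou5f3.2 and pou5f3.3 morpholinos (13808789 to 14851494, median 14507598) and 3 with all 3 morpholinos (12095589 to 15033807, median 14457275). Collection E has 1 untreated, 1 GFP and 1 pou5f3.3 and sox3 library (11836713, 11238262 and 12036549 counts) and was tested for no difference; its labels give 80 ng of morpholino. Each morphant group was compared with the GFP group of its collection by edgeR's quasi-likelihood test. An activated gene was called lower in morphants when exons or introns were lower in any of the 3 comparisons, and otherwise higher when they were higher in any.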

Combinations of *pou5f3.3+sox3* morpholinos and *pou5f3.2+pou5 f3.3* morpholinos led to mild and severe gastrulation defects, respectively, while combining all three morpholinos led to developmental arrest with a complete failure to close the blastopore (Figure 4—figure supplement 1A), consistent with what has been reported in *X. tropicalis* (Gentsch et al., 2019).

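With pou5f3.3 and sox3 morpholinos in collection G, the histidine ammonia-lyase gene hal.1.L fell from 40.7 ± 4.37 to 0.931 ± 0.127 TPM (SD, n = 3 each), a log2 difference of -5.49 (SE 0.208, adjusted p = 2.23e-25 from edgeR's quasi-likelihood test). tfap2a.L fell to 0.837 ± 0.196 TPM (SD, n = 3; log2 difference -3.17, SE 0.249, adjusted p = 1.15e-15 from edgeR). Introns of sall4.L, a maternally loaded pluripotency factor gene, fell by a log2 difference of -5.07 (SE 0.246). With all 3 morpholinos in collection F, the hyaluronan synthase gene has1.S fell from 165 ± 7.51 to 30.0 ± 3.25 TPM (log2 difference -2.50, SE 0.117, adjusted p = 2.03e-19 from edgeR). The muscle determination gene myod1.S rose from 0.185 ± 0.161 to 6.29 ± 0.817 TPM in collection G (log2 difference 4.86, SE 0.498), and mab21l3.S from 0.351 ± 0.131 to 16.5 ± 2.48 TPM in collection F (log2 difference 5.51, SE 0.281). id3.S, a BMP-responsive inhibitor gene, rose from 24.8 ± 0.416 to 104 ± 5.7 TPM in collection G (log2 difference 2.00, adjusted p = 4.56e-14 from edgeR), and sox17a.S, an endodermal gene, from 8.86 ± 1.26 to 27.7 ± 3.21 TPM in collection F (log2 difference 1.60, adjusted p = 1.44e-12 from edgeR; 1.48, under the threshold, without GFP replicate 2). Of 60 ectoderm and neural genes, 12 were lower and 5 higher in collection G (12 and 6 adjusted over the list alone), 15 and 5 with pou5f3.2 and pou5f3.3 morpholinos (16 and 5 adjusted over the list alone). They were 19 and 4 with all 3 morpholinos (20 and 4 adjusted over the list alone). The next 3 lists are given in the same order: collection G, pou5f3.2 and pou5f3.3 morpholinos, and all 3 morpholinos. Of 29 maternal pluripotency factors, 6, 5 and 7 were lower and 1, 1 and 1 higher (7, 5 and 7 lower and 1, 1 and 1 higher adjusted over the list alone). Of 36 ventx and BMP targets, 6, 3 and 10 were higher and 0, 0 and 2 lower (7, 4 and 10 higher and 0, 0 and 2 lower adjusted over the list alone). In the list p53, stress and innate response, 15, 2 and 3 of 37 genes were higher and 1, 0 and 0 lower (16, 2 and 3 higher and 1, 0 and 0 lower adjusted over the list alone). Over all combinations, 584 activated genes (8.71%) were lower and 885 (13.2%) higher. Lower and higher genes numbered 302 and 474 in collection G, 331 and 278 with pou5f3.2 and pou5f3.3 morpholinos (491 and 753 at a log2 threshold of 1), and 535 and 576 with all 3 (541 and 503 without triple morphant replicate 1 of collection F). The comparisons within collection F share 3 GFP libraries: 307 genes were lower in both, against 26.4 for independent lists and 0 in each of 10 simulations of unchanged groups. The simulated groups were drawn around the mean of these GFP libraries, so they leave out what a shared control adds to both lists. Part of the excess may come from the shared control.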

RNA-seq of morpholino-treated embryos at stage 9 revealed extensive misregulation of genome activation, though only 15% of genes exhibited deficient activation, while 43% of genes actually exhibited slightly higher levels in the morphants (Figure 4A, Figure 4—figure supplement 1B and G–K), which could be due to direct or indirect transcriptional repression mediated by Pou5f3 and Sox3. 

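Introns of bambi.L, a BMP pseudoreceptor gene, rose by 1.60 on the log2 scale with all 3 morpholinos (SE 0.0946, adjusted p = 5.86e-22 from edgeR's quasi-likelihood test), while its exons, at 104 ± 7.36 against 58.1 ± 6.85 TPM (SD, n = 3 each), stayed under the threshold. In collection G, introns of ccng1.S, a cyclin gene of the p53 pathway, rose by 1.67 (SE 0.208, adjusted p = 2.32e-09 from edgeR) with an exon difference of 0.07. Of the 885 activated genes called higher, 675 (76.3%) were called from introns alone and 210 (23.7%) from exons. Of the 584 called lower, 315 (53.9%) were called from introns alone and 269 from exons. The median intron difference over activated genes was 0.56 in collection G, 0.34 with pou5f3.2 and pou5f3.3 morpholinos and 0.26 with all 3, so intron counts were higher in morphants across most genes.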

Increases were predominantly detected from intron signal (Figure 4—figure supplement 1J), which would largely rule out post-transcriptional effects. A larger proportion of strictly zygotic genes were down-regulated in the morphants compared to maternal-to-zygotic genes (p=6.6 × 10-18, χ-squared test, 3 d.o.f.), perhaps reflecting a more complex regulatory network that regulates maternal gene reactivation (Figure 4—figure supplement 1L).

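lpar6.S and tfap2a.L, at 0 TPM at stage 5, were lower in morphants, as were introns of sall4.L, at 254 ± 0.144 TPM at stage 5 (SD, n = 2). Of 1423 strictly zygotic genes, 310 (21.8%) were lower and 279 (19.6%) higher in morphants. Of 5279 maternal-zygotic genes, 274 (5.19%) were lower and 606 (11.5%) higher. The 2 classes differed (chi-square test over lower, higher and neither, 2 df, p = 7.19e-109). Genes that neighbour or regulate each other are not independent, which this test does not take into account. Maternal mRNA can hide exon changes, and for 5198 maternal-zygotic genes exons did not pass in every activation comparison. The 2 classes are thus not equally open to a call, and strictly zygotic genes were called more often in both directions. The test does not separate unequal detection from unlike regulation. For the difference between the classes, the paper names a more complex network behind the reactivation of maternal genes as a possible reason.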

**Figure 4.**
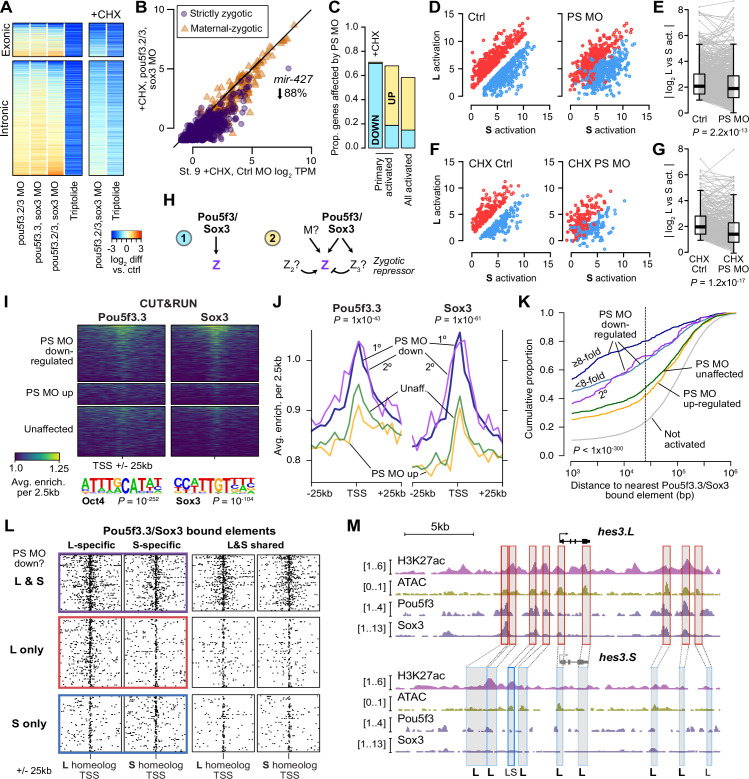
Pou5f3.3 and Sox3 binding drives genome activation. (**A**) Heatmap showing log2 fold activation differences for exonic and intronic regions of primary-activated genes for combinations of *pou5f3.2, pou5f3.3,* and *sox3* morpholino-treatments, or Triptolide treatment, compared to controls. Right panel is in the presence of cycloheximide (CHX). (**B**) Biplot comparing exonic expression levels in cycloheximide-treated control embryos versus embryos also injected with *pou5f3.2*, *pou5f3.3*, and *sox3* morpholinos. Primary-activated genes with maternal contribution <1 TPM (strictly zygotic) are purple circles, maternal-zygotic genes detected by exonic increases are orange triangles. TPM = transcripts per million. (**C**) Barplot summarizing the proportion of genes affected by morpholino treatment with cycloheximide on primary-activated genes (left bar), without cycloheximide (middle bar), and all stage 9 activated genes without cycloheximide (right bar). Down = significantly decreased in one of the morpholino treatments, up = significantly increased. (**D, F**) Biplots showing genes with >2 fold L or S biased activation (upper red and lower blue points, respectively) in control embryos (left panel) versus their activation in *pou5f3.2*, *pou5f3.3*, and *sox3* morpholino-treated embryos (right panel, maintaining the same color per gene). (**E, G**) Quantification of the biplots in (**D, F**) in before-and-after plots. Y-axis is the absolute value of the log2 L vs S activation difference. p Values are from Wilcoxon signed-rank tests (paired). Overlaid boxplots show median, upper and lower quartiles, and 1.5 x interquartile range. (**H**) Regulatory networks consistent with direct regulation of embryonic gene activation by Pou5f3 and Sox3 (1) versus additional regulation by zygotic factors (2), which likely accounts for genes up-regulated in MO treatments. (**I**) Stage 8 Pou5f3.3 (left) and Sox3 (right) CUT&RUN coverage near TSSs for genes down-regulated in morpholino-treated embryos with or without cycloheximide (top), genes up-regulated (middle), and genes not significantly affected in any morpholino treatment (bottom). Top enriched motifs for each factor are shown below with p-values from Homer de novo discovery. (**J**) Aggregate plots of the binding signal in (**I**), with down-regulated genes further separated into genes down-regulated with morpholino treatment and cycloheximide (1°) or only down-regulated without cycloheximide (2°). p Values are from Kruskal-Wallis tests on summed signal per TSS. (**K**) Cumulative distributions of distance from a Pou5f3/Sox3-bound regulatory element for genes strongly (≥8 fold) and less strongly (<8 fold) down-regulated in morpholino-treated embryos with or without cycloheximide, compared to up-regulated, unaffected and unactivated genes. p Value is from a Kruskal-Wallis test. (**L**) Maps showing density of Pou5f3/Sox3-bound regulatory elements around paired homeologous TSSs, divided into elements with differential homeologous L & S binding (left panels) versus both bound (right panels). TSSs are grouped according to L versus S homeolog sensitivity to morpholino treatment. (**M**) Browser tracks showing CUT&RUN enrichment and ATAC-seq coverage near active homeolog *hes3.L* and inactive homeolog *hes3.S*. Seven L-specific high-confidence regulatory regions are highlighted with their homeologous S regions (bold ‘L’), as well as two lower-confidence enhancers, one of which also has weak activity in S, but minimal Pou5f3 or Sox3 binding (labeled ‘LS’).

**Figure 4—figure supplement 1.**
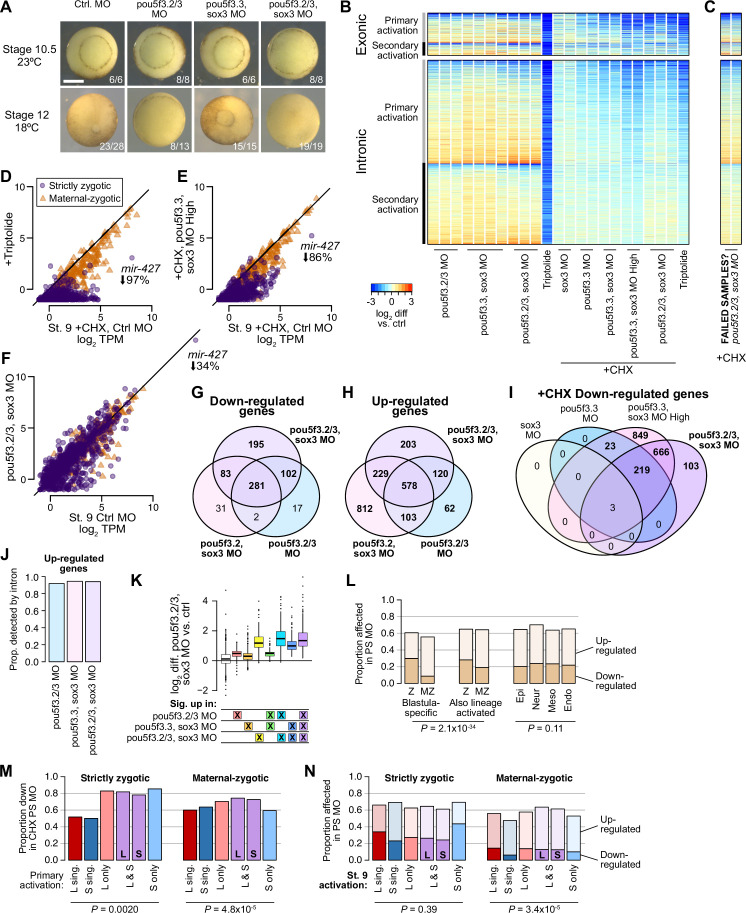
Assessing Pou5f3 and Sox3 roles in genome activation. (**A**) Embryos injected with 40 ng of each *pou5f3.2*, *pou5f3.3*, and *sox3* morpholinos have gastrulation defects compared to stage 10.5 control embryos, and fail to close the blastopore. Embryos injected with two of the three morpholinos plus 40 ng of gfp morpholino also had developmental delays, with one of two batches of *pou5f3.2+pou5f3.3* morpholino embryos also failing to close the blastopore. Stage 12 phenotype counts are summed over two different rounds of injections on different days. Scale bar = 0.5 mm. (**B**) Heatmap showing RNA-seq intron log2 fold difference compared to control for exonic and intronic signal, with individual replicates shown. The left columns are for morpholino treatments without cycloheximide, right columns with cycloheximide comared against a cycloheximide control. Triptolide samples are shown for comparison. All samples are from embryos collected when untreated wild-type controls were at stage 9. (**C**) Heatmap for two morpholino samples that likely had problems with the cycloheximide treatment, based on the RNA-seq patterns. These samples are excluded from subsequent analyses. (**D–F**) Biplots comparing exonic expression levels in cycloheximide-treated control embryos versus embryos with deficient genome activation. Primary-activated genes with minimal maternal contribution (strictly zygotic) are purple circles, maternal-zygotic genes detected by exonic increases are orange triangles. TPM = transcripts per million. (**G–I**) Venn diagrams showing overlap of significantly different genes in the morpholino treatments. (**J**) Proportions of genes classified as significantly up-regulated in morpholino treatments detected by intronic levels. (**K**) log2 fold difference RNA-seq expression of *pou5f3.2+pou5f3.3+sox3* morpholino treated embryos over control for different groups of genes, according to whether they were classified as significantly up-regulated in various morpholino combinations. Although some gene groups achieve significance in the double but not triple morpholino conditions, all gene groups significantly up in at least one treatment nonetheless have elevated expression in the triple morpholino conditions. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers. N = 60, 778, 210, 102, 140, 215, 553, left to right. (**L**) Proportions of morpholino-affected genes (no cycloheximide) stratified into strictly zygotic genes (Z, maternal contribution <1 TPM) versus maternal-zygotic genes and whether wild-type activation is only in the stage 9 blastula or also observed in differentiated lineages (left, middle). Strictly zygotic genes overall are significantly more likely to be down-regulated by morpholino treatment (p=6.6 × 10^–18^, χ-squared test, 3 d.o.f.), and this is a stronger effect in blastula-specific genes compared to genes also up-expressed in differentiated lineages (p=2.0 × 10^–34^, χ-squared test, 6 d.o.f.). (Right) proportions are not significantly different when comparing in which lineages those genes are further expressed (p=0.11, χ-squared test, 6 d.o.f.). (**M**) Proportions of genes affected by morpholino treatment in the presence of cycloheximide, according to their homeolog expression patterns. Strictly zygotic genes encoded in both subgenomes are more likely to depend on Pou5f3 and Sox3 for their primary activation than singleton genes, regardless of the patterns of homeolog activation (p=0.0020, χ-squared test, 5 d.o.f.). Maternal-zygotic genes have a subtler trend. (**M**) Proportions of genes affected by morpholino treatment without cycloheximide, according to their homeolog expression patterns. Genes expressed only on the S homeolog, particularly S singletons, are somewhat less likely to be regulated by Pou5f3 and Sox3 (p=3.4 × 10^–5^, χ-squared test, 10 d.o.f.), though only among maternal-zygotic genes.

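These libraries, of collection H, hold embryos injected with the GFP morpholino (n = 2, 10265848 and 10307038 exon counts), with the GFP morpholino and given cycloheximide (n = 3, 14237963 to 16997095) and with pou5f3.2, pou5f3.3 and sox3 morpholinos and given cycloheximide (n = 2, 11312426 and 13255201). Introns of eef1a1o.S stood at 24.6 ± 2.74 RPKM (SD, n = 2) with GFP, 8.19 ± 0.335 RPKM (SD, n = 3) with GFP and cycloheximide, and 1.78 ± 0.571 RPKM (SD, n = 2) with the triple morpholino and cycloheximide. In the cycloheximide GFP libraries of collections C and D these introns stood at 3.26 ± 0.61 and 2.62 ± 0.14 RPKM (SD, n = 2 each). The keratin gene krt70.S, activated but not in the first wave, stood at 3.48 ± 1.08 TPM with GFP and 0.302 ± 0.265 TPM with GFP and cycloheximide in collection H. has1.S stood at 61.9 ± 13.8, 11.6 ± 1.88 and 0.88 ± 0.0297 TPM in the 3 groups, and id3.S at 10.5 ± 3.38, 31.4 ± 5.75 and 50.1 ± 10.5 TPM. By edgeR's quasi-likelihood test at an adjusted p under 0.05 and a log2 difference of at least 1.5, 1220 of 3508 activated genes outside the first wave were lower with GFP and cycloheximide than with GFP and 5 were higher; 716 were lower without GFP replicate 2. In collection F, 3192 of these genes were lower in triple morphants with cycloheximide than without.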

**Figure 4—figure supplement 2.**
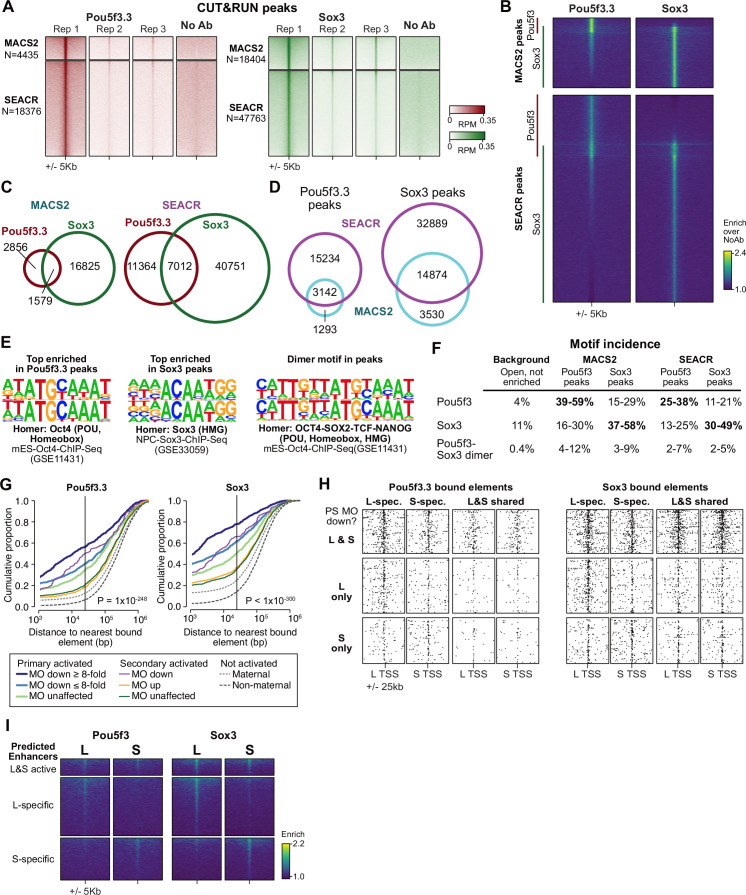
Pou5f3 and Sox3 CUT&RUN. (**A**) Heatmaps of Pou5f3.3 and Sox3 CUT&RUN coverage over MACS2 and SEACR predicted peaks, in each of the replicates and no-antibody samples. (**B**) Heatmaps of enrichment over no antibody (NoAb) at the union of peaks per method for pooled Pou5f3 and Sox3 CUT&RUN samples. Pou5f3 enrichment is observed across many of the Sox3 peaks, suggesting that both methods are under-calling Pou5f3 peaks. (**C**) Venn diagrams showing peak overlap between factors for MACS2 and SEACR. (**D**) Venn diagrams showing peak overlap between methods. (**E**) Top enriched motif for Homer de novo motif finding among the top 1000 MACS2 peaks for Pou5f3 (left) and Sox3 (middle) compared to the closest database match. The Pou5f3-Sox3 dimer motif (right) was predicted using a subset of Pou5f3 and Sox3 peaks with adjacent motif locations. (**F**) Table of occurrence of Homer database Oct4, Sox3, and Oct4-Sox2 dimer motifs among the peaks. The range indicates proportion of highly-centralized motifs (+/-50 bp from the summit) versus in a wider window (+/-100 bp). Dimer proportions are conservative and additionally require matches to each of the monomer Oct4 and Sox3 motifs in the peak, which reduces the proportions by 3–6 fold; thus, these may be underestimates of heterodimer binding, which may be better able to bind adjacent weak-affinity sites compared to the individual factors alone. The background regions are ATAC-seq open regions lacking H3K27ac enrichment (N=5413). (**G**) Cumulative distributions of distance from a Pou5f3-bound (left) or Sox3-bound (right) regulatory element. Curves represent gene groups according to the degree that they are affected by pou5f3.3/sox3 morpholino treatment. *P* values are from Kruskal-Wallis tests. (**H**) Maps showing density of Pou5f3-bound (left) and Sox3-bound (right) regulatory elements around paired homeologous TSSs, divided into elements with differential homeologous L&S binding (i.e. one bound, the other not) versus both L & S homeologous region bound. TSSs are grouped according to whether both L & S homeologs are down-regulated by pou5f3.3/sox3 morpholino treatment, or only one or the other homeolog is down regulated. For Pou5f3, p=2.2 × 10^–8^, Kruskal-Wallis test for L-S differential bound enhancer count difference among the three gene groups; for Sox3, p=2.9 × 10^–10^. For both-bound enhancers, p=0.09 for Pou5f3, p=0.17 for Sox3. (**I**) Heatmaps showing Pou5f3 and Sox3 CUT&RUN binding enrichment over no-antibody control, plotted over homeologous enhancers as previously defined by ATAC-seq and H3K27ac.

To further clarify the regulatory network, we also performed morpholino treatments followed by cycloheximide treatment at stage 8, collecting at stage 9 for RNA-seq, to focus the loss of function on primary activation. In these embryos, nearly 70% of first-wave genes were down regulated, including the *mir-427* transcript (Figure 4A–C, Figure 4—figure supplement 1B–F, I), suggesting that maternal Pou5f3 and Sox3 directly activate a large proportion of first-wave genome activation, but newly synthesized zygotic factors rapidly mobilize to refine target gene expression levels (Figure 4H).

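Cycloheximide was given at the start of stage 8 to embryos injected at stage 1, and libraries were made at stage 9. Collection C has 2 GFP libraries (14065710 and 15589636 exon counts), 2 with the pou5f3.3 morpholino (14192568 and 16391374), 2 with the sox3 morpholino (12666361 and 13070883) and 2 with both (13631907 and 14245998), at 80 ng of morpholino in all. Collection D has 2 GFP libraries (17719694 and 19788680) and 2 with a high dose of both, 55 ng against pou5f3.3 and 75 ng against sox3 (16484413 and 20850285). Collection F has 3 libraries with pou5f3.2, pou5f3.3 and sox3 morpholinos (13768913 to 16150919, median 15352630) and no cycloheximide GFP library, so these were compared with the mean of the GFP groups of collections C and D. The GFP libraries of both collections had 80 ng of morpholino in all, against 130 ng with the high dose and 120 ng with all 3 morpholinos, so total dose differs in these comparisons. The comparison of collection F sets collections apart as well as morpholinos, and the paper's text does not name its control. Introns made up 1.61% of counts in the GFP libraries of collection D and 0.594% in its high-dose libraries. A primary-activated gene was called lower when its exons or introns were lower with both morpholinos in collection C, with the high dose in collection D or with all 3 in collection F, by edgeR's quasi-likelihood test.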

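With the high dose in collection D, dlx5.L, an ectodermal homeobox gene, stood at 0 against 7.02 ± 0.719 TPM with GFP (SD, n = 2 each), at least 21-fold lower, and lhx5.S at 0 against 5.49 ± 0.249 TPM, at least 23.6-fold lower. tfap2a.L fell from 8.76 ± 0.053 to 0.147 ± 0.0099 TPM (log2 difference -5.78, SE 0.378, adjusted p = 1.37e-18 from edgeR's quasi-likelihood test). The signalling gene fgf8.S fell from 6.95 ± 0.661 to 0.158 ± 0.146 TPM (log2 difference -5.42, SE 0.565, adjusted p = 3.02e-10 from edgeR), and the epidermal regulator grhl3.L from 5.83 ± 0.276 to 0.172 ± 0.012 TPM (log2 difference -4.97, SE 0.501). id3.S, higher in morphants without cycloheximide, fell from 31.1 ± 5.84 to 2.30 ± 0.0099 TPM (log2 difference -3.69, SE 0.303, adjusted p = 1.25e-12 from edgeR), and eomes.L stood at 1.69 ± 0.352 against 8.75 ± 0.271 TPM. gs17.L fell from 11.5 ± 1.56 to 1.74 ± 1.17 TPM (log2 difference -2.59, SE 0.333), and introns of acvr1b.L by a log2 difference of -4.47 (SE 0.393). Without cycloheximide, eomes.L stood at 13.8 ± 2.93 TPM with all 3 morpholinos and 13.1 ± 0.351 TPM with GFP in collection F (SD, n = 3 each), and dlx5.L at 4.88 ± 1.96 and 0.139 ± 0.0184 TPM. Of 3194 primary-activated genes, 2104 (65.9%) were lower and 15 higher. There were 496 lower with both morpholinos in collection C (226 without GFP replicate 2 and 270 without double morpholino replicate 1), 1850 with the high dose in collection D and 1133 with all 3 in collection F. Single morpholinos lowered 158 (pou5f3.3; 41 without GFP replicate 2, 76 without pou5f3.3 replicate 1) and 6 (sox3; 0 without GFP replicate 2 or sox3 replicate 2, 2 without sox3 replicate 1, 12 without GFP replicate 1). Of the 2104 genes, 262 were also lower without cycloheximide (213 for independent lists) and 309 were higher (328 for independent lists). With the high dose, the lower genes included 35 of 60 of ectoderm and neural (43 adjusted over the list alone) and 25 of 53 of mesendoderm and nodal (33 adjusted over the list alone). They included 23 of 36 ventx and BMP targets (28 adjusted over the list alone) and 14 of 32 organizer and Wnt targets (16 adjusted over the list alone). Other lists fell too: 10 of 29 maternal pluripotency factors, 15 of 45 of cell cycle and checkpoint and 7 of 37 of p53, stress and innate response. Lower were also 12 of 28 of core histones and chromatin, 18 of 46 of RNA polymerase II and splicing and 11 of 44 of translation and housekeeping. Of germ plasm and oocyte 1 of 25 was lower, and of rrm2 and other maternal-zygotic genes of the paper 8 of 13. From the losses that cycloheximide uncovers, the paper proposes that maternal Pou5f3 and Sox3 activate much of the first wave directly and that newly made zygotic factors then refine the levels of their targets.

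**Figure D2:**
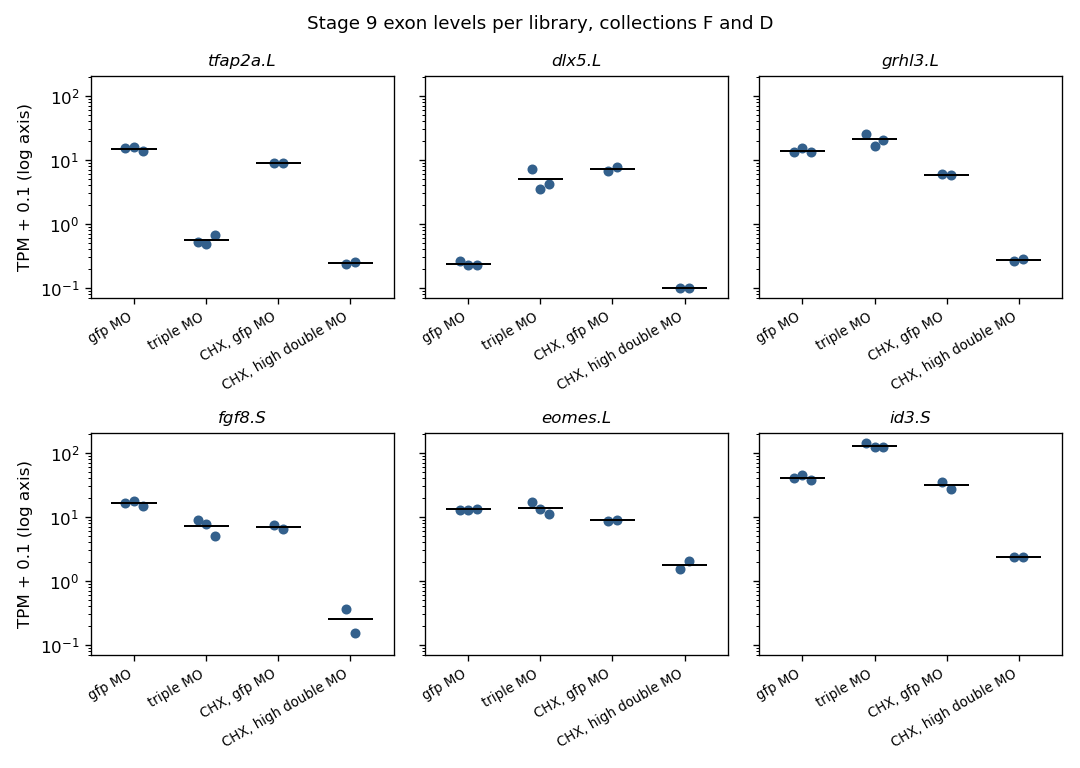
Exon levels of tfap2a.L, dlx5.L, grhl3.L, fgf8.S, eomes.L and id3.S at stage 9, as TPM plus 0.1 on a log axis, with the GFP and triple morpholinos in collection F and, with cycloheximide, the GFP and high double morpholinos in collection D. Each point is a library and each line the mean; means of dlx5.L, grhl3.L, eomes.L and id3.S are not lower with the triple morpholino in collection F and are lower with the high dose and cycloheximide in collection D.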

In the absence of wild-type Pou5f3 and Sox3 activity, divergent homeolog activation is reduced for a subset of genes, indicating that these factors at least partially underlie differential subgenome activation (Figure 4D–G). 

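With cycloheximide, the log2 ratio of activation from L over S of s1pr5, a sphingosine phosphate receptor gene, was 4.53 in GFP controls and 0.41 in triple morphants. fgfrl1 went from 3.86 to 0.29, hes3 from 4.89 to 2.12, eef1a1o from -3.74 to -1.47 and gata2 from -1.45 to -0.22. The pairs s1pr5 and fgfrl1 were chosen after their values were seen. For otx2 the ratio went from 4.46 to 3.35, eomes went from 3.33 to 3.02, and gsc went further from equality, from -1.44 to -1.93. Over 364 pairs of primary-activated genes that differed by more than 2-fold in the controls, the median size of the log2 ratio was 1.53 in controls and 0.85 in triple morphants (median change -0.78), and it was smaller in 305 pairs (83.8%, Wilcoxon signed-rank test, n = 364 pairs, p = 3.41e-41). Without cycloheximide, over 1230 pairs, it went from 1.71 to 1.67 (median change -0.07) and was smaller in 667 pairs (54.2%, Wilcoxon signed-rank test, n = 1230 pairs, p = 2.04e-06). Activation is the change over triptolide of collection B in exons or introns, for each copy whichever changed more in the controls, up or down. Pairs are not independent replicates. A copy below its triptolide level also enters. The ratio of epas1 in the controls, 5.27, comes from S at -5.13 beside L at 0.14. cpne3.L stood at -2.75, and its triptolide level was 17.5 TPM in collection B and 1.36 TPM in collection A. Such ratios need not reflect activation. With cycloheximide, the controls are of collections C and D and the triple morphants of collection F, so collections differ as well. Where both copies fall to about the level with triptolide, as for fgfrl1, their ratio shrinks. Such a floor was not excluded, with the triple morpholino or with the high double dose. Pairs chosen for a large ratio in the controls tend to a smaller one in any other library, so pairs were also chosen on controls that were not measured. Chosen on collection C and measured with the high double dose of collection D, 81.1% of 355 pairs were smaller with cycloheximide. Without it, chosen on GFP replicate 1 and measured on the others, 53.2% of 1244 were.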

Among primary-activated genes, there does not seem to be a strong bias toward greater regulation of either homeolog; however, a significantly larger proportion of strictly zygotic genes encoded on both subgenomes is activated by Pou5f3 and Sox3 compared to singleton genes (p=0.0020, χ-squared test, 5 d.o.f.; Figure 4—figure supplement 1M, N), which may reflect a reliance on these factors to mediate homeolog-specific expression when two copies exist.

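tfap2a and zic1, first-wave genes encoded as pairs, were lower from both copies with the high morpholino dose and cycloheximide: tfap2a.S fell from 5.13 ± 0.274 to 0.089 ± 0.0523 TPM (SD, n = 2 each) and zic1.L from 9.45 ± 0.675 to 0.794 ± 0.136 TPM. Among primary-activated genes of pairs, 886 of 1249 L copies (70.9%) and 715 of 1053 S copies (67.9%) were lower (chi-square test, 1 df, p = 0.115). Among strictly zygotic primary-activated genes, 399 of 460 of pairs (86.7%) and 39 of 53 singletons (73.6%) were lower (chi-square test, 1 df, p = 0.0103). With no filter on low counts, this difference was 8.28 percentage points and no longer passed (chi-square p = 0.082). These tests count each copy as independent, while 684 pairs were primary-activated from both copies. The pairing of partners is thus not taken into account in their p-values.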

To interrogate Pou5f3 and Sox3 chromatin binding across the subgenomes, we performed CUT&RUN on stage 8 embryos injected with mRNA encoding V5 epitope-tagged *pou5f3.3.L* and *sox3.S*. Peak calling revealed thousands of binding sites for each factor (Figure 4—figure supplement 2A–D), and Homer de novo motif analysis recovered the OCT4 and SOX3 binding sequences as top hits (p=10^–252^ and p=10^–104^, respectively; Figure 4I, Figure 4—figure supplement 2E and F). A subset of peaks have CUT&RUN enrichment for both factors, and at least 10% of peaks contain matches to the Oct4-Sox2 heterodimer motif (Figure 4—figure supplement 2F), suggesting Pou5f3 and Sox3 may form a complex in the blastula, similar to mammalian OCT4 and SOX2 (Boyer et al., 2005; Dailey and Basilico, 2001). CUT&RUN signal for both factors is enriched in the vicinity of genes down-regulated in morphants with or without cycloheximide treatment, but notably not for genes up-regulated (p<1 × 10^–43^, Kruskal-Wallis test; Figure 4I and J), confirming that up regulation is likely an indirect effect of Pou5f3/Sox3 loss of function.

Down-regulated genes are highly significantly nearer to predicted regulatory elements with enriched Pou5f3 and Sox3 binding (p<1 × 10^–300^, Kruskal-Wallis test; Figure 4K, Figure 4—figure supplement 2G). Differential Pou5f3 and Sox3 binding mirrors differential predicted enhancer activity (Figure 4—figure supplement 2I), and subgenome-specific Pou5f3 and Sox3 binding is enriched in the vicinity of the homeolog affected by Pou5f3/Sox3 loss of function (p=7.9 × 10^–13^, Kruskal-Wallis test; Figure 4L, Figure 4—figure supplement 2H). Together, these results implicate Pou5f3.3 and Sox3 in regulating ZGA differentially between the two subgenomes.

### The ancestral pluripotency program is maintained, despite enhancer turnover

Finally, to understand differential activation given the natural history of *X. laevis* allotetraploidy, we compared *X. laevis* subgenome activation patterns to diploid *X. tropicalis* as a proxy for the ancestral *Xenopus*, since there are no known extant diploid descendants of either *X. laevis* progenitor (Session et al., 2016). For three-way homeologs/orthologs that are strictly zygotic in *X. laevis*, there is broad conservation of relative expression levels between the *X. tropicalis* and *X. laevis* embryonic transcriptomes after genome activation, when *X. laevis* homeolog levels are summed gene-wise (Spearman’s *ρ*=0.67) (Figure 5A, left, Figure 5—figure supplement 1A–C, Supplementary file 6). However, the correlation weakens when the *X. laevis* subgenomes are considered independently: relative activation levels in one subgenome alone are depressed relative to *X. tropicalis*, with expression of some genes completely restricted to one subgenome or the other (L, Spearman’s *ρ*=0.56; S, *ρ*=0.47; Figure 5A, middle, right, Figure 5—figure supplement 1A–C). Indeed, the *X. tropicalis* embryonic transcriptome is a better estimator for the composite *X. laevis* transcriptome than for either subtranscriptome individually (p<4.3 × 10^–13^ for strictly zygotic genes, p<1.4 × 10^–83^ for maternal-zygotic genes, Wilcoxon signed-rank test on residuals; Figure 5—figure supplement 1B). If the diploid L and S progenitor embryos each exhibited the inferred ancestral activation levels, then these trends strongly suggest that *X. laevis* underwent regulatory changes post allotetraploidization that maintained relative gene expression dosage for embryonic genome activation.

**Figure 5.**
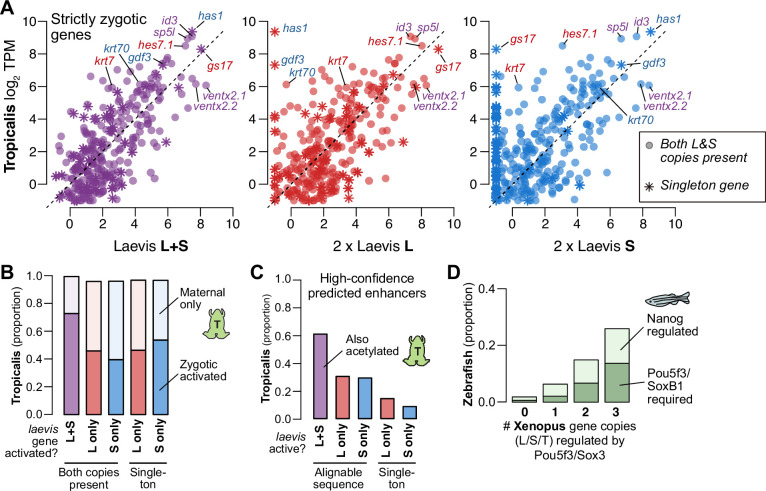
Regulatory divergence underlies dosage maintenance. (**A**) Biplots comparing relative expression levels of activated genes in *X. laevis* and *X. tropicalis*, treating L and S homeolog contributions separately (middle, right) or summed (left). Individual subgenome expression is scaled 2 x, since transcript per million (TPM) normalization is calculated relative to the entire *X. laevis* transcriptome. Individual labeled genes are color coded according to the dominant expressed homeolog (red = L, blue = S, purple = equivalent). (**B**) Barplots showing the proportion of *X. laevis* genes across homeolog activation categories whose orthologs are also activated in *X. tropicalis* or part of the maternal contribution. (**C**) Barplots showing the proportion of *X. laevis* enhancers across homeolog activity categories that are acetylated in *X. tropicalis*. (**D**) Barplots showing the proportion of *Xenopus* genes whose orthologs are regulated by Pou5f3/SoxB1 and Nanog in zebrafish. *Xenopus* genes are classified according to how many homeo/orthologs are regulated by Pou5f3/Sox3. Genes with conserved regulation in both *X. laevis* homeologs and *X. tropicalis* are more likely to be regulated by Pou5f3/SoxB1 in zebrafish, but also more likely to be regulated by Nanog.

**Figure 5—figure supplement 1.**
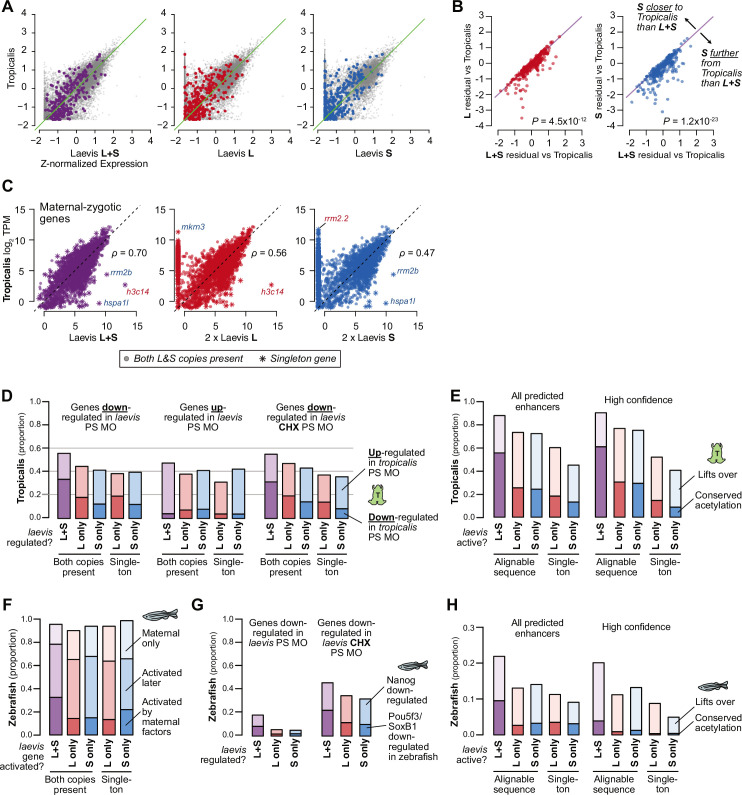
Shared patterns of activation with other taxa. (**A**) Biplots of RNA-seq expression of *X. laevis* versus *X. tropicalis* stage 9 wild-type transcriptomes, with Z-normalized expression values; the result is similar to plotting TPM directly as shown in Figure 5A. Left plot sums L+S homeolog TPM expression per gene prior to Z-normalization, middle and right plots quantify only L or S homeolog expression, respectively. Colored points correspond to strictly zygotic genes as plotted in Figure 5A. (**B**) Comparison of residuals per gene (*laevis* minus *tropicalis* Z-normalized expression values), i.e. deviation from *X. tropicalis*, for the full L+S transcriptome versus counting expression from only one subgenome. Points below the y=x diagonal are genes whose *tropicalis* expression is a better predictor for *laevis* L+S expression compared to single homeolog expression. *P* values are from Wilcoxon signed-rank tests comparing residuals. (**C**) Similar to Figure 5A, but plotting activated genes with a maternal contribution ≥1 TPM. The maternal contribution buffers the differences for many genes. Spearman’s *ρ* correlations are shown. (**D**) Barplots showing the proportion of Pou5f3/Sox3-regulated *X. laevis* genes also regulated by Pou5f3/Sox3 in *X. tropicalis* according to Gentsch et al. *X. tropicalis* is more likely to have concordant regulation in genes where both homeologs are regulated by Pou5f3 and Sox3 (p=8.9 × 10^–11^ for *X. laevis* down genes, p=0.002 for up genes, p=1.7 × 10^–6^ for genes with primary activation defects in Pou5f3/Sox3 loss, χ-squared tests, 8 d.o.f.). (**E**) Similar to Figure 4C: barplots showing the proportion of *X. laevis* predicted enhancers (left) and high-confidence predicted enhancers (right) across activity categories that are acetylated in *X. tropicalis*, additionally showing the proportion of enhancers that lift over but are not acetylated in *X. tropicalis*. Among successfully lifted-over enhancers, enhancers with conserved activity between L & S are highly more likely to have acetylation in *X. tropicalis* (p<1 × 10^–300^ for all enhancers, p=1.5 × 10^–76^ for higher-confidence enhancers, χ-squared tests, 4 d.o.f). (**F**) Barplots showing the proportion of *X. laevis* genes in different homeolog activation categories whose orthologs are also activated in zebrafish as part of the first wave by maternal factors, activated by 6 h.p.f., or part of the maternal contribution. Both-activated homeologs are more likely to also be activated and directly by maternal factors (primary activation) in zebrafish (p=2.6 × 10^–11^, χ-squared test, 12 d.o.f.). (**G**) Barplots showing the proportion of Pou5f3/Sox3-regulated *X. laevis* genes also regulated by Nanog/Pou5f3/Sox3 in zebrafish according to Lee et al., 2013. Both-regulated homeologs are more likely to also be regulated by maternal pluripotency factors Nanog, Pou5f3, SoxB1 in zebrafish (p=2.1 × 10^–15^, χ-squared test, 4 d.o.f.). Overall proportions are higher for *X. laevis* genes whose primary activation depends on Pou5f3 and Sox3 (right), but there is no significant difference between homeolog expression patterns (p=0.16, χ-squared test, 4 d.o.f.). (**H**) Barplots showing the proportion of enhancers that lift over and are acetylated in zebrafish according to Bogdanovic et al., 2012. L+S conserved enhancers have low conservation with zebrafish, but significantly higher proportion than L- or S-only enhancers (p=2.8 × 10^–58^ for all enhancers, p=5.0 × 10^–4^ for higher confidence enhancers, χ-squared tests, 4 d.o.f.).

Most activated genes also have a maternal contribution, which can offset asymmetries in homeolog activation levels (Figure 5—figure supplement 1C); and indeed, most *X. laevis* genes without conserved activation in *X. tropicalis* nonetheless have conserved embryonic expression due to the maternal contribution (Figure 5B). When we specifically compare zygotic activation between the two species, genes activated from both *X. laevis* homeologs are more likely to have orthologous *X. tropicalis* activation (p=1.7 × 10^–44^, χ-squared test, 4 d.o.f.; Figure 5B), as well as conserved *X. tropicalis* Pou5f3/Sox3 regulation (p<1.7 × 10^–6^, χ-squared test, 8 d.o.f.; Figure 5—figure supplement 1D; Gentsch et al., 2019). This suggests that many differentially activated homeologs have acquired novel ZGA regulation by Pou5f3 and Sox3 compared to the inferred ancestral state. Predicted enhancers also follow this trend: subgenome-specific predicted enhancers are less likely to be conserved with *X. tropicalis* (p=1.5 × 10^–76^, χ-squared test for high confidence enhancers, 4 d.o.f; Figure 5C, Figure 5—figure supplement 1E), consistent with a greater degree of regulatory innovation underlying differentially activated homeologs.

This trend is also apparent at greater evolutionary distances. We find that genes activated in *X. laevis* are largely also expressed in zebrafish embryos (~450 million years separated) (Figure 5—figure supplement 1F). Despite considerable divergence in activation timing, co-activated *X. laevis* homeologs are still more likely to be part of the first wave of zebrafish genome activation (p=4.3 × 10^–12^, χ-squared test, 4 d.o.f.) and targeted by zebrafish maternal homologs of OCT4 and SOX2, but also NANOG (p=1.8 × 10^–45^, χ-squared test, 6 d.o.f.) (Figure 5D, Figure 5—figure supplement 1G). Subgenome-shared predicted enhancers are also more likely to have evidence for conservation in zebrafish (p=2.8 × 10^–58^ for all enhancers, p=5.0 × 10^–4^ for high-confidence enhancers, χ-squared tests, 4 d.o.f.) (Figure 5—figure supplement 1H; Bogdanovic et al., 2012). Taken together, this suggests that the regulatory architecture underlying differential homeolog activation in *X. laevis* is more likely to be derived, in contrast to the deeply conserved networks that regulate many co-activated homeologs.

Interestingly, *Xenopus* and possibly all Anuran amphibians lack a NANOG ortholog, likely due to a chromosomal deletion (Schuff et al., 2012). In the absence of a Nanog homolog in the maternal contribution, we find that maternal Pou5f3.3 and Sox3 seem to have subsumed NANOG’s roles in *X. laevis* genome activation, while zygotic factors such as Ventx help promote cell potency in the early gastrula (Scerbo et al., 2012; Schuff et al., 2012). This demonstrates core-vertebrate mechanistic conservation in genome activation amid both cis- and trans-regulatory shuffling, which converge to support pluripotent stem cell induction and embryonic development.

## Discussion

Together, our findings establish the pluripotency factors Pou5f3.3 and Sox3 as maternal activators of embryonic genome activation, which are differentially recruited to the two homeologous subgenomes of *X. laevis* by a rewired enhancer network (Figure 6). Of the thousands of genes activated during the MZT, a majority of annotated homeolog pairs experience differential activation, which appears to be driven by subgenome-specific enhancer gain and/or loss correlated with differential Pou5f3.3/Sox3 binding and regulation. However, this magnitude of regulatory divergence seems to have had a net neutral effect, as combined subgenome activation produces a composite reprogrammed embryonic transcriptome akin to diploid *X. tropicalis*.

**Figure 6.**
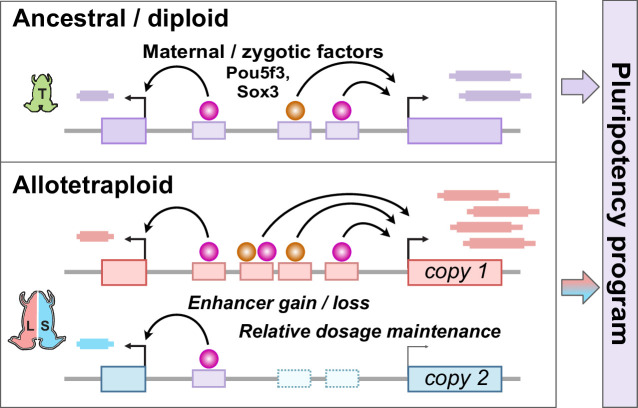
Model for pluripotency network evolution. *X. laevis* likely underwent extensive enhancer turnover between its two subgenomes, which nonetheless maintained stoichiometry of pluripotency reprogramming in the early embryo.

As embryogenesis proceeds, regulatory divergence between the subgenomes is likely even broader. In *X. tropicalis*, signal transducers and transcription factors including Pou5f3.2/3, Sox3, Smad1/2, β-catenin, Vegt, Otx1, and Foxh1 regulate embryo-wide and regional gene activation (Charney et al., 2017; Gentsch et al., 2019; Paraiso et al., 2019), and binding motifs for some of these are found in differentially active *X. laevis* enhancers (Figure 3F, Supplementary file 4). Additionally, by focusing on accessible chromatin in animal caps, we may have underestimated the magnitude of homeologous enhancer divergence regulating endodermal fate in the vegetal cells. But based on the close morphological similarity of *X. tropicalis* and *X. laevis* embryos, we would predict that these subgenome regulatory differences also converge to producing ancestral dosages in the transcriptome.

Although homeolog expression bias can derive from gene regulatory differences evolved in the parental species prior to hybridization (Buggs et al., 2014; Grover et al., 2012), we propose that regulatory upheaval in *X. laevis* post-hybridization (i.e. ‘genome shock’ McClintock, 1984) led to expression level gain or loss in one homeolog, which was subsequently corrected by compensatory changes to the other homeolog, possibly repeatedly (Shi et al., 2012; Tirosh et al., 2009). This implies that early development exerts constraint on the reprogrammed embryonic transcriptome while tolerating (or facilitating) regulatory turnover. The apparent reconfiguration of the *mir-427* cluster after the *X. laevis* and *tropicalis* lineages split similarly highlights how essential MZT regulatory mechanisms can evolve, ostensibly neutrally given that *miR-427*-directed maternal clearance is conserved in *Xenopus*. Thus, *X. laevis* embryos illustrate how the pluripotency program may have accommodated regulatory network disruptions, genomic instability, and aneuploidy across the animal tree.

## Methods

### Animal husbandry

All animal procedures were conducted under the supervision and approval of the Institutional Animal Care and Use Committee at the University of Pittsburgh under protocol #21120500. *Xenopus laevis* adults (Research Resource Identifier NXR_0.0031; NASCO) were housed in a recirculating aquatic system (Aquaneering) at 18 °C with a 12/12 hr light/dark cycle. Frogs were fed 3 x weekly with Frog Brittle (NASCO #SA05960 (LM)M).

### Embryo collection

Sexually mature females were injected with 1000 IU human chorionic gonadotropin into their dorsal lymph sac and incubated overnight at 16 °C. Females were moved to room temperature to lay. Eggs from two mothers per collection were pooled and artificially inseminated using dissected testes in MR/3 (33 mM NaCl, 0.6 mM KCl, 0.67 mM CaCl_2_, 0.33 mM MgCl_2_, 1.67 mM HEPES, pH 7.8; Sive and Richard, 2000). Dissected testes were stored up to one week in L-15 medium at 4 °C prior to use. Zygotes were de-jellied (Sive and Richard, 2000) in MR/3 pH 8.5, with 0.3% β-mercaptoethanol with gentle manual agitation, neutralized with MR/3 pH 6.5, washed twice with MR/3 and incubated in MR/3 at 23 °C until desired developmental stage based on morphology, for genomics experiments.

### RNA-seq libraries

All stage 9 embryos were collected halfway through the stage, at 8 hours post fertilization (‘stage 9.5’). Stage 10.5 embryo libraries were spiked with GFP, mCherry, and luciferase in vitro transcribed RNA for an unrelated purpose. Triptolide samples were bathed in 20 µM triptolide in DMSO (200 X stock added to MR/3) at stage 1 and cycloheximide samples were bathed in 500 µg/mL cycloheximide in DMSO at the beginning of stage 8; both were collected when batch-matched, untreated embryos were halfway through stage 9. Equivalent volumes of DMSO were used to treat control samples. Previously validated morpholinos targeting *pou5f3.2* (AGGGCTGTTGGCTGTACATGGTGTC) (Takebayashi-Suzuki et al., 2007) *pou5f3.3* (GTACAATATGGGCTGGTCCATCTCC) (Morrison and Brickman, 2006) and *sox3* (AACATGCTATACATTTGGAGCTTCA) (Zhang et al., 2003), along with control GFP morpholino (ACAGCTCCTCGCCCTTGCTCACCAT) were ordered from GeneTools. Morpholino treated embryos were injected at stage 1 with *pou5f3.3*, *sox3*, and/or GFP control morpholino. Non-cycloheximide treated embryos all received 120 ng total morpholino, consisting of 40 ng of each target morpholino augmented with 40 ng of GFP morpholino for two-morpholino conditions. Cycloheximide-treated embryos received 40 ng of each target morpholino for the triple condition, 40 ng *pou5f3.3*+40 ng GFP, 40 ng *sox3* +40 ng GFP, 40 ng *pou5f3.3*+40 ng sox3, or 80 ng GFP. An additional cycloheximide-treated high concentration morpholino condition used 55 ng *pou5f3.3*+75 ng *sox3*. Each embryo was injected twice with 5 nl of MO on opposite sides. Embryos were allowed to recover to stage 5 before moving to MR/3 to develop, and collected when batch-matched, untreated embryos were halfway through stage 9. Samples from the ‘H’ batch likely had an issue with the cycloheximide treatment, based on greater similarity of gene expression to untreated samples than other cycloheximide-treated samples, and were removed from subsequent analyses.

For phenotype observation, embryos were incubated at 23 °C or 18 °C after injection and photographed when control embryos reached stage 10.5 for 23 °C and stage 12 for 18 °C. For RNA extraction, two embryos per sample were snap frozen and homogenized in 500 µl of TRIzol Reagent (Invitrogen #15596026) followed by 100 µl of chloroform. Tubes were spun at 18,000 x *g* at 4 °C for 15 min, the aqueous phase was transferred to a fresh tube with 340 µl of isopropanol and 1 µl of GlycoBlue (Invitrogen #AM9515), then precipitated at –20 °C overnight. Precipitated RNA was washed with cold 75% ethanol and resuspended in 50 µl of nuclease-free water. Concentration was determined by NanoDrop.

For library construction, rRNA depletion was performed as per Phelps et al., 2021 with *X. laevis* specific oligos reported previously: 1 µl of antisense nuclear rRNA oligos and 1 µl of antisense mitochondrial rRNA oligos (final concentration 0.1 µM per oligo) were combined with 1 µg of total RNA in a 10 µl buffered reaction volume (100 mM Tris-HCl pH 7.4, 200 mM NaCl, 10 mM DTT), heated at 95 °C for 2 minutes and cooled to 22 °C at a rate of 0.1 °C/s in a thermocycler. Next, 10 U of thermostable RNaseH (NEB #M0523S) and 2 µl of provided 10 X RNaseH buffer were added and volume brought to 20 µl with nuclease-free water. The reaction was incubated at 65 °C for 5 or 30 min, then 5 U of TURBO DNase (Invitrogen #AM2238) and 5 µl of provided 10 x buffer was added, volume brought to 50 µl with nuclease-free water and incubated at 37 °C for 30 min. The reaction was purified and size selected to >200 nts using Zymo RNA Clean and Concentrator-5 (Zymo #R1013) according to manufacturer’s protocol, eluting in 10 µl of nuclease-free water. The WT Stage 5 sample was also depleted of mitochondrial COX2 and COX3 mRNA as part of the Phelps et al., 2021 study. Strand-specific RNA-seq libraries were constructed using NEB Ultra II RNA-seq library kit (NEB #E7765) according to manufacturer’s protocol with fragmentation in first-strand buffer at 94 °C for 15 min. Following first and second strand synthesis, DNA was purified with 1.8 X AmpureXP beads (Beckman #A63880), end repaired, then ligated to sequencing adaptors diluted 1:5. Ligated DNA was purified with 0.9 X AmpureXP beads and PCR amplified for 8 cycles, then purified again with 0.9 X AmpureXP beads. Libraries were verified by Qubit dsDNA high sensitivity (Invitrogen #Q32851) and Fragment Analyzer prior to multiplexed sequencing at the Health Sciences Sequencing Core at Children’s Hospital of Pittsburgh.

For samples used for differential expression analysis, separate libraries were constructed for each of two replicate sets of embryos from each experimental day, which were considered biological replicates for DESeq2. All libraries from the same experimental day are labeled with the same batch designation (e.g. a, b, c,...).

### CUT&RUN

CUT&RUN procedure was adapted from Hainer and Fazzio, 2019 optimizations of the method of Skene and Henikoff, 2017. For nuclear extraction, embryos were de-vitellinized using 1 mg/mL pronase dissolved in MR/3. Once the vitelline envelope was removed, 12–24 embryos (50K – 100K cells) were carefully transferred into 1 mL of NP2.0 buffer (Briggs et al., 2018) in a 1.5 mL tube and gently agitated (pipetting buffer over the surface of the embryos) until cells have dissociated. The buffer was carefully drawn off to the level of the cells and 1 mL of Nuclear Extraction (NE) buffer (20 mM HEPES-KOH, pH 7.9, 10 mM KCl, 500 µM spermidine, 0.1% Triton X-100, 20% glycerol) with gentle pipetting with a clipped P1000, and the lysate was centrifuged at 600x*g* in 4 °C for 3 min. The free nuclei were then bound to 300 µL of activated concanavalin A beads (Polysciences #86057) at RT for 10 min. Nuclei were blocked for 5 min at RT then incubated in 1:100 dilution of primary antibody for 2 hr at 4 °C, washed, incubated in a 1:200 dilution of pAG MNase for 1 hr at 4 °C, and washed again. The bound MNase was activated with 2 mM CaCl_2_ and allowed to digest for 30 min, then stopped using 2 x STOP buffer (200 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg/mL RNase A, 40 µg/mL glycogen). Nuclei were incubated at 37 °C for 20 min followed by centrifuging for 5 min at 16,000x*g*, drawing off the DNA fragments with the supernatant. The extracted fragments were treated with SDS and proteinase K at 70 °C for 10 min followed by phenol chloroform extraction. Purified DNA was resuspended in 50 µL of water and verified by Qubit dsDNA high sensitivity and Fragment Analyzer. Antibodies used were: H3K4me3, Millipore #05–745 R, RRID:AB_1587134, Lot #3257057 (stage 8 rep 1 & stage 9 reps 1 & 2) and Invitrogen #711958, RRID:AB_2848246, Lot #2253580; H3K27ac, ActiveMotif #39135, RRID:AB_2614979, Lot #06419002; V5, Invitrogen #R960-25, RRID:AB_2556564, Lot #2148086. At least three biological replicate libraries from different embryo collection days were constructed for the key samples (St. 8 H3K27ac, St. 9 H3K4me3).

For transcription factor CUT&RUN, *pou5f3.3.L* and *sox3.S* IVT templates were cloned from cDNA using primers for *pou5f3.3.L* – NM_001088114.1 (F: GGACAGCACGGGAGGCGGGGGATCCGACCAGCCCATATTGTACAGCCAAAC; R: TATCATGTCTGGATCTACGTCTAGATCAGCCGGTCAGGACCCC) and *sox3.S* - NM_001090679.1 (F: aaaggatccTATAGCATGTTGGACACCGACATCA; R: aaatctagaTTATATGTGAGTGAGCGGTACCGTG) into N-terminal V5-pBS entry plasmids using HiFi assembly (NEB #E2621) for *pou5f3.3* and BamHI/XbaI for *sox3*. IVT was done using NEB HiScribe T7 ARCA kit (#E2065S) on NotI-linearized plasmid for 2 hr at 37 °C, then treated with 5 U of TURBO DNaseI (Invitrogen #AM2238) for 15 min. mRNA was purified using NEB Monarch RNA Cleanup Columns (#T2030) and stored at –80 °C until use. For injection, immediately after dejellying, stage 1 embryos were placed in 4% Ficoll-400 in MR/3. Each embryo was injected with 2.5 nL of 40 ng/µL of mRNA into each cell at stage 3 (4 cell), for a total of 10 nL per embryo. Three biological replicates from different days for each factor were generated. Factor-specific no-antibody CUT&RUN samples were made using the same injected embryos.

CUT&RUN libraries were constructed using the NEB Ultra II DNA library prep kit (NEB #E7645) according to manufacturer’s protocol. DNA was end repaired and then ligated to sequencing adaptors diluted 1:10. Ligated DNA was purified with 0.9 x AmpureXP beads and PCR amplified for 15 cycles, then purified again with 0.9 x AmpureXP beads. Libraries were size selected to 175–650 bp for histone modifications and 150–650 bp for transcription factors on a 1.5% TBE agarose gel and gel purified using the NEB Monarch DNA gel extraction kit (#T1020) before being verified by Qubit dsDNA high sensitivity and Fragment Analyzer prior to multiplexed paired-end sequencing on an Illumina NextSeq 500 at the Health Sciences Sequencing Core at Children’s Hospital of Pittsburgh.

### ATAC-seq

ATAC procedure was from Esmaeili et al., 2020 Embryos were grown in MR/3 until desired NF stage and devitellinized individually with fine watch-maker forceps. Ectodermal explants (animal caps) were dissected using watch-maker forceps in 0.7 x MR. Two caps were transferred to 1 mL of ice-cold PBS and centrifuged at 500x*g* in 4 °C for 5 min twice. After washing with PBS, caps were lysed in 50 µl of RSB buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% Igepal CA-630) with a clipped P200 pipet. The lysate was centrifuged again for 10 min and the supernatant was drawn off. The pellet was resuspended in 47.5 µl TD buffer (10 mM Tris pH 7.6, 5 mM MgCl2, 10% dimethylformamide) and 2.5 µl of 3 µM transposome (see below) was added. Nuclei were transposed with gentle shaking for 1 hr at 37 ° C before adding 2.5 µl proteinase K and incubating overnight at 37 °C. Transposed DNA was purified using EconoSpin Micro columns (Epoch) and amplified using 25 µM indexed Nextera primers with Thermo Phusion Flash master mix for 12 cycles. Primers used were: CAAGCAGAAGACGGCATACGAGAT[i7]GTCTCGTGGGCTCGG with i7 indices 707 – gtagagag; 714 –tcatgagc; 716 – tagcgagt; and AATGATACGGCGACCACCGAGATCTACAC[i5]TCGTCGGCAGCGTC with i5 indices 505 – gtaaggag; 510 – cgtctaat; 517 – gcgtaaga; 520 – aaggctat. The amplified library was column cleaned and verified by Qubit dsDNA high sensitivity and Fragment Analyzer and sequenced multiplexed paired end at the Health Sciences Sequencing Core at Children’s Hospital of Pittsburgh. For the first two replicates per stage, after initial sequencing, libraries were subsequently size selected on an agarose gel to enrich for 150–250 and 250–600 bp fragments and resequenced pooled. For a third stage 8 replicate and third and fourth stage 9 replicate, only the 150–250 bp fragments were sequenced. Biological replicate libraries are from different embryo collection days.

Transposomes were constructed according to Picelli et al., 2014 Adapter duplexes for Tn5ME-A (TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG) +Tn5MErev ([phos]CTGTCTCTTATACACATCT) and Tn5ME-B (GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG) +Tn5MErev were each annealed in 2 µl of 10 X annealing buffer (100 mM HEPES pH 7.2, 500 mM NaCl, 10 mM EDTA) using 9 µl of each oligo at 100 µM, heated to 95 °C for 1 min then ramped down to 25 °C at 0.1 °C/s in a thermocycler. The two duplexes were held at 25 °C for 5 min then mixed together. On ice, 35 µl of hot glycerol was cooled to 4 °C then 35 µl of the primer mixture and 25 µl of Tn5 (Addgene #112112) was added and mixed and held at 1 hr at RT with gentle pipet mixing every 15 min. Transposomes were stored at –20 °C.

### Transcriptomic analysis

RNA-seq reads were mapped to the *X. laevis* v9.2 genome using HISAT2 v2.0.5 (Kim et al., 2015) (--no-mixed --no-discordant). Mapped reads were assigned to gene exons (Xenbase v9.2 models) using featureCounts v2.0.1 Liao et al., 2014 in reversely-stranded paired-end mode with default parameters, and to introns with --minOverlap 10 on a custom intron annotation: starting with all introns from the v9.2 GFF file, subtract (a) all regions detected in stage 5 RNA-seq at >2 read coverage, strand specifically; (b) all regions that overlap an annotated exon from a different transcript form; (c) regions that overlap repetitive elements as defined by RepeatMasker (UCSC) and Xenbase-annotated transposons, not strand specifically; (d) regions that ambiguously map to more than one distinct gene’s intron (i.e. transcript forms of the same gene are allowed to share an intron, but not between different genes).

DESeq2 v4.0.3 (Love et al., 2014) was used for statistical differential expression analysis. To build the DESeq2 model, exon and intron raw read counts were treated as separate rows per gene in the same counts matrix (intron gene IDs were preceded with a ‘i_’ prefix). Only genes annotated by Xenbase as ‘protein_coding’, ‘lncRNA’, or ‘pseudogene’ were retained. Low-expressed genes were removed (exon reads per million (RPM) <0.5 across all samples) and then low-depth intron features were removed (intron raw read count ≤10 or reads per kilobase per million (RPKM) <0.25 across all samples). Comparisons were made between batch-matched samples where possible, to account for variations in the maternal contribution between mothers. Significant differences with adjusted <0.05 and log2 difference ≥1.5 were used for downstream analysis. High-confidence activated genes had significant increases in DMSO vs Triptolide for both batches and stage 9 vs stage 5. High-confidence primary-activation ‘first-wave’ genes were high-confidence activated and had significant increase in DMSO vs Cycloheximide. High-confidence activated genes significantly changed in any Pou/Sox morpholino treatment were considered to be affected genes. For chromatin profiling, genes were classified as Pou/Sox down-regulated if they were significantly decreased in morpholino treatment either with or without cycloheximide. Homeologous genes were paired according to Xenbase GENEPAGE annotations. Genes were considered maternal if they had average stage 5 TPM ≥1. To calculate magnitude of effect for graphing and sorting, the maximal |log2 fold difference| of average exon TPM and average intron RPKM was chosen per gene.

For mir-427 gene identification and RNA-seq coverage visualization, miRBase (Kozomara et al., 2019) hairpin sequences MI0001449 and MI0038331 were aligned to the v9.2 and v10.1 reference genomes using UCSC BLAT (Kent, 2002) and maximal possible read coverage was graphed allowing all multimappers. To align the v10.1 Chr1L and Chr1S regions flanking the Chr1L mir-427 locus, genomic sequence was extracted between homeologous genes upstream and downstream mir-427. Local alignments with E-value <1e-10 were retained from an NCBI BLAST 2.11.0+blastn alignment (Camacho et al., 2009).

dN/dS ratios were calculating using PAML v4.9f (Yang, 1997) with L-S pairwise CDS alignments produced by pal2nal v14 (Suyama et al., 2006) on amino-acid alignments by EMBOSS needle v6.6.0.0 (-gapopen 10 -gapextend 0.5) (Rice et al., 2000).

All other statistical tests were performed using R v4.0.4 (R Development Core Team, 2013).

### Chromatin profiling analysis

CUT&RUN and ATAC-seq paired-end reads were mapped to the *X. laevis* v10.1 genome using bowtie2 v2.4.2 (Langmead and Salzberg, 2012) (--no-mixed --no-discordant) and only high-quality alignments (MAPQ ≥30) were retained for subsequent analysis. Read pairs were joined into contiguous fragments for coverage analyses. For transcription factor CUT&RUN, reads were trimmed using trim_galore v0.6.6 and Cutadapt v1.15 (Martin, 2011) in paired-end mode (--illumina --trim-n). Downstream analyses were performed using custom scripts with the aid of BEDtools v2.30.0 (Quinlan and Hall, 2010), Samtools v1.12 (Li et al., 2009), and deepTools v3.5.1 (Ramírez et al., 2014).

For promoter-centered analyses, one transcript isoform per gene was selected from Xenbase v9.2 annotations: the most upstream TSS with non-zero RNA-seq coverage at stage 9 was used, otherwise the most upstream TSS if no RNA-seq evidence. Then the corresponding v10.1 coordinates were obtained based on gene name match.

To identify open chromatin regions, aligned stage 9 ATAC-seq fragments pooled between replicates were filtered to <130 bp, then peaks called using MACS2 v2.2.7.1 (Zhang et al., 2008) with an effective genome size of 2.74e9 (number of non-N bases in the v10 reference sequence). CUT&RUN no-antibody samples were used as the control sample. To further exclude probable false-positive regions, peaks overlapping any of the following repetitive regions were removed: (a) scRNA, snRNA, snoRNA, or tRNA as annotated by Xenbase; (b) rRNA as determined by BLASTed 45 S, 16 S, 12 S, and 5 S sequences. Peaks on unassembled scaffolds were also excluded.

Putative enhancers had twofold enriched stage 8 H3K27ac CUT&RUN coverage over no antibody, with ≥1 RPKM pooled H3K27ac coverage and <1 RPKM no-antibody coverage, in a 500 bp window centered on ATAC-seq peak summits. A subset of these were additionally annotated as high-confidence (‘hi’) if they had twofold enrichment in each of at least three individual H3K27ac CUT&RUN samples and three ATAC-seq samples, and lower confidence otherwise (‘lo’). Stage 9 ATAC-seq replicates 3 and 4 were pooled to serve as a single sample for this purpose, due to lower read depth. Enhancers were classified as distal (‘dist’) if they were >1 kb from any Xenbase v10.1 annotated TSS, proximal (‘prox’) otherwise.

For transcription factor peak calling, replicates were pooled per factor, then individual replicates were verified for enrichment at peaks. No-antibody samples were pooled as a uniform background. MACS2 was run as above, and SEACR v1.3 (Meers et al., 2019) was run in norm stringent mode. Peak calls were not used for enhancer analyses; rather, enhancers or homeologous regions with ≥0.5 RPM CUT&RUN coverage and ≥2-fold enrichment over no antibody in a 200 bp window were considered bound.

Coverage heatmaps were generated using deepTools on reads-per-million normalized bigWigs; or enrichment over no-antibody bigWigs generated using deepTools bigwigCompare (--operation ratio --pseudocount 0.1 --binSize 50 --skipZeroOverZero).

For density heatmaps, L/S enhancer pairs were annotated as differential or shared based on one or both partners, respectively, mapping to a putative enhancer, as described above. Pairs were similarly annotated as differentially or both TF bound based on ≥2-fold enrichment over no antibody for either TF at one or both partners, respectively, and converted to bigWigs representing the genomic location of each bound putative enhancer. Density heatmaps were generated as above and plotted with respect to selected TSSs.

### Motif finding

Enriched sequence motifs in enhancers were identified using Homer v4.11.1 (Heinz et al., 2010) in scanning mode against the vertebrate database, using 200 bp of sequence centered on the ATAC-seq peak for enhancers; and 500 bp of sequence centered on the TSS for promoters. Enrichment was calculated using one set of homeologous regions (L or S) as the foreground and the other as the background. The top representative motif per DNA binding domain was reported. For transcription factor peaks, Homer was first used in de novo mode on the top 1000 MACS peaks for Pou5f3 and Sox3 separately; the top motif matched mammalian Oct4 and Sox3 database motifs, respectively. To determine the sequence logo for the Pou5f3-Sox3 dimer motif, a subset of Sox3 peaks with adjacent Pou5f3 and Sox3 motifs was extracted and Homer motif finding was performed using -len 15. To calculate motif prevalence across all peaks, Homer database motif matrices for Oct4 (GSE11431), Sox3 (GSE33059) and OCT4-SOX2-TCF-NANOG (GSE11431) (representing the OCT4-SOX2 dimer motif) were scanned against the entire set of peaks. A set of ATAC-seq accessible regions with no H3K27ac enrichment (rejected regions from the above enhancer prediction analysis) and <0.5 fold enrichment of Pou5f or Sox3 CUT&RUN signal was also scanned to estimate background motif frequencies. Peaks with hits for the dimer motif were secondarily filtered to additionally require the presence of the Pou5f3 and Sox3 individual motifs.

### Homeologous enhancer identification

Each v10.1 chromosome pair (e.g. Chr1L and Chr1S) was aligned using lastZ-1.04.00 (Harris, 2007) and UCSC Genome Browser utilities (Kent et al., 2002) with parameters adapted from the UCSC Genome Browser previously used to align *X. tropicalis* with *X. laevis* (http://www.bx.psu.edu/miller_lab/dist/README.lastz-1.02.00/README.lastz-1.02.00a.html; http://genomewiki.ucsc.edu/index.php/XenTro9_11-way_conservation_lastz_parameters; no automatic chaining; open = 400, extend = 30, masking = 0, seed = 1 {12of19}, hspthreshold = 3000, chain = 0, ydropoff = 9400, gappedthreshold = 3000, inner = 2000). Chaining and netting were done with axtChain linearGap set to medium and chainSplit lump = 50. Nets were generated using default chainNet and the highest scoring chains were selected from those nets using default netChainSubset. Reciprocal best chains were identified according to UCSC Genome Browser guidelines. The highest scoring chains were reverse referenced, sorted, and then converted to nets using default chainPreNet and chainNet (-minSpace=1 -minScore=0). Reciprocal best nets were selected with default netSyntenic. The new highest scoring best chains were extracted using netChainSubset, converted back to the original reference, and netted as described prior, resulting in reciprocal best, highest scoring chains for use with liftOver.

In the first pass, 500 bp enhancer regions centered on the ATAC-seq peak were lifted to the homeologous subgenome with a 10% minimum sequence match requirement. For enhancers that failed this liftOver, 5 kb enhancer regions were lifted over; as a stringency check, each 2.5 kb half was also individually lifted over, and only regions correctly flanked by both halves were retained. If an enhancer’s homeologous region also overlaps an annotated enhancer, it was considered conserved, otherwise it was considered subgenome-specific. To test synteny, the 5 closest Xenbase-annotated genes up- and downstream of each region in a homeologous pair were compared.

### Comparison with *X. tropicalis* and zebrafish

*X. tropicalis* wild-type RNA-seq reads from Owens et al., 2016, RiboZero stage 5 (SRA: SRR1795666) and stage 9 (SRA: SRR1795634), were aligned by HISAT2 as above and mapped to Xenbase v10 gene annotations using featureCounts. Pou5f3/Sox3 morpholino and alpha-amanitin-affected genes were obtained from published data tables from Gentsch et al., 2019, and the JGI gene accession numbers were mapped to Xenbase GenePage IDs (v7.1). Significantly affected genes were 1.5-fold decreased and adjusted p<0.05. Genes with TPM >1 at either stage 5 or stage 9 were considered embryonic expressed.

For transcriptome comparisons between *X. laevis* subtranscriptomes and *X. tropicalis*, log2 TPM values for non-zero expressed genes per transcriptome (L homeologs only, S homeologs only, L+S homeologs summed, *tropicalis*) were Z-normalized to calculate correlations. To measure gene-wise deviation of the *laevis* transcriptome/sub-transcriptome from *tropicalis*, residuals were calculated using *tropicalis* Z-normalized expression as the predictor variable (i.e. *tropicalis* expression minus *laevis* expression per gene), with the null hypothesis that *tropicalis* is equally as good a predictor for the L+S composite transcriptome compared to L only or S only.

Zebrafish annotations for activated and Pou5f3/Nanog / SoxB1 affected genes were obtained from Lee et al., 2013 and associated to *Xenopus* genes using Ensembl ortholog annotations (Xenbase to Zfin). First-wave activated zebrafish genes are significantly increased in the U1/U2 spliceosomal RNA inhibited sample over alpha-amanitin (DESeq2 adjusted p<0.05), activated genes are significantly increased by 6 h.p.f. over alpha-amanitin. Pou5f3/SoxB1 affected genes were significantly decreased in the Pou5f3-SoxB1 double loss of function versus wild-type. Nanog-affected genes were significantly decreased in triple loss of function (NSP) but not Pou5f3-SoxB1 double loss of function. Genes with TPM >1 at 2, 4, or 6 h.p.f. were considered embryonic expressed.

To identify putative conserved enhancers in *X. tropicalis, X. laevis* enhancers on the v10.1 genome were BLATed (Kent, 2002) to the *X. laevis* v9.2 genome, then lifted over to the *X. tropicalis* v9.2 genome using liftOver chains from the UCSC Genome Browser (xenLae2ToXenTro9, 10% minimum sequence match). Successfully lifted over regions were intersected with published *X. tropicalis* H3K27ac stage 9 peaks from Gupta et al., 2014 that were lifted from the *X. tropicalis* v2 genome to the v9 genome, passing through v7 and requiring 90% minimum sequence match, using liftOver chains from UCSC Genome Browser (xenTro2ToXenTro7 and xenTro7ToXenTro9). *X. laevis* enhancers were lifted over to the zebrafish GRCz11 genome using liftOver chains from the UCSC Genome Browser, passing through *X. tropicalis* (xenLae2ToXenTro9, 10% minimum sequence match; then xenTro9ToXenTro7, 90% minimum sequence match, then xenTro7ToDanRer10, 10% minimum sequence match, then danRer10ToDanRer11 requiring 90% minimum sequence match). Acetylation at zebrafish dome stage was then assessed by intersecting with H3K27ac ChIP-seq peaks from Bogdanovic et al., 2012 (GEO: GSM915197): reads were aligned to the GRCz11 genome using bowtie2 as above, and peaks called using macs2 as above with an effective genome size of 4.59e8 and no control sample.

## Data Availability

All data and analysis files are available with no restrictions on access. Sequencing data are available in the Gene Expression Omnibus (GEO) under accession number GSE207027. Code and auxiliary data files are available on Github, https://github.com/MTLeeLab/xl-zga (copy archived at Phelps and Lee, 2023). Additional data files including chromosome alignments are available at OSF, https://osf.io/ct6g8/. The following datasets were generated: PhelpsWA LeeMT 2022Hybridization led to a rewired pluripotency network in the allotetraploid *Xenopus laevis*NCBI Gene Expression OmnibusGSE20702710.7554/eLife.83952PMC1056979137787392 PhelpsWA LeeMT 2022*Xenopus* MZTOpen Science Framework10.17605/OSF.IO/CT6G8 The following previously published datasets were used: BogdanovićO Fernandez-MiñanA TenaJJ de la Calle-MustienesE HidalgoC van HeeringenSJ VeenstraGJ Gómez-SkarmetaJL 2011Dynamics of enhancer chromatin signatures mark the transition from pluripotency to cell specification during embryogenesisNCBI Gene Expression OmnibusGSE3248310.1101/gr.134833.111PMC346019822593555 LeeMT PhelpsWA 2020Optimized design of antisense oligomers for targeted rRNA depletionNCBI Gene Expression OmnibusGSE15290210.1093/nar/gkaa1072PMC779707133221877 OwensND BlitzIL LaneMA PatrushevI OvertonJD GilchristMJ ChoKW KhokhaMK 2016Measuring Absolute RNA Copy Numbers at High Temporal Resolution Reveals Transcriptome Kinetics in DevelopmentNCBI Gene Expression OmnibusGSE6578510.1016/j.celrep.2015.12.050PMC473187926774488 GentschGE SmithJC 2019Maternal pluripotency factors initiate extensive chromatin remodelling to predefine first response to inductive signalsNCBI Gene Expression OmnibusGSE11318610.1038/s41467-019-12263-wPMC675311131537794 LeeMT BonneauAR GiraldezAJ 2013Nanog, SoxB1 and Pou5f1/Oct4 regulate widespread zygotic gene activation during the maternal-to-zygotic transitionNCBI Gene Expression OmnibusGSE47558 GuptaR BakerJC 2014Enhancer chromatin signatures predict Smad2/3 binding in *Xenopus*NCBI Gene Expression OmnibusGSE56000 JohnsonK LaBonneC 2022Transcriptome sequencing of *Xenopus laevis* animal caps at six time points in transit from pluripotency to 4 lineages: epidermal, neural, ventral mesoderm and endodermNCBI Gene Expression OmnibusGSE198598

## Additional files

Supplementary file 1. RNA-seq expression values and DESeq2 comparisons.

Supplementary file 2. Annotations and expression values for activated genes.

Supplementary file 3. Transcription start site coordinates used for all genes.

Supplementary file 4. Motif search results.

Supplementary file 5. Enhancer annotations.

Supplementary file 6. Comparative genomics with *X. tropicalis* and zebrafish.

MDAR checklist

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Xenopus laevis*)	Nasco wildtype	eNasco	Research Resource #NXR_0.0031	
Antibody	Anti-H3K4me3 recombinant (rabbit polyclonal)	Invitrogen	Cat #711958 RRID #AB_2848246	CUT&RUN (1:100)
Antibody	Anti-H3K4me3 recombinant (rabbit monoclonal)	Millipore	Cat #05–745 R RRID # AB_1587134	CUT&RUN (1:100)
Antibody	Anti-H3K27ac recombinant (rabbit polyclonal)	Active Motif	Cat #39135 RRID #AB_2614979	CUT&RUN (1:100)
Antibody	Anti-V5 (mouse monoclonal)	Invitrogen	Cat #R960-25 RRID #2556564	CUT&RUN (1:100)
Chemical compound, drug	Isethionic acid	Sigma Aldrich	Cat #220078	
Chemical compound, drug	Triptolide	Apexbio	Cat #50-101-1030	
Chemical compound, drug	Cycloheximide	Sigma Aldrich	Cat #01810	
Gene (*Xenopus laevis*)	*pou5f3.3.L*	RefSeq	NM_001088114.1	Homeolog used for TF CUT&RUN
Gene (*Xenopus laevis*)	*sox3.S*	RefSeq	NM_001090679.1	Homeolog used for TF CUT&RUN
Sequence-based reagent	*X. laevis* rRNA depletion oligomers	Phelps et al., 2021	DOI: 10.1093/nar/gkaa1072	
Recombinant DNA reagent	Tn5 (plasmid)	Addgene	Cat #112112	
Recombinant DNA reagent	pA/G-MNase (plasmid)	Addgene	Cat #123461	Purified enzyme gift from S. Hainer
Sequence-based reagent	Tn5ME-A	Picelli et al., 2014	DOI: 10.1101/gr.177881.114	
Sequence-based reagent	Tn5ME-B	Picelli et al., 2014	DOI: 10.1101/gr.177881.114	
Sequence-based reagent	Tn5MErev	Picelli et al., 2014	DOI: 10.1101/gr.177881.114	
Sequence-based reagent	Pou5f3.3 morpholino	GeneTools/Morrison and Brickman, 2006	DOI: 10.1242/dev.02362	Targets both homeologs; GTACAATATGGGCTGGTCCATCTCC
Sequence-based reagent	Sox3 morpholino	GeneTools/Zhang et al., 2003	DOI: 10.1242/dev.00798	Targets both homeologs; AACATGCTATACATTTGGAGCTTCA
Sequence-based reagent	Pou5f3.2 morpholino	Genetools/Takebayashi-Suzuki et al., 2007	DOI: 10.1016 /j.mod.2007.09.005	Targets both homeologs; AGGGCTGTTGGCTGTACATGGTGTC
Sequence-based reagent	GFP control morpholino	Genetools		ACAGCTCCTCGCCCTTGCTCACCAT
Sequence-based reagent	Hi-Fi F primer for Pou5f3.3.L ORF	This paper		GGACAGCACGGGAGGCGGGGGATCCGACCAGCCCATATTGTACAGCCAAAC
Sequence-based reagent	Hi-Fi R primer for Pou5f3.3.L ORF	This paper		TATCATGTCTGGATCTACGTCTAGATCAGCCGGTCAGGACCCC
Sequence-based reagent	F primer for Sox3.S ORF	This paper		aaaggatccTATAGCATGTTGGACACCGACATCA
Sequence-based reagent	R primer for Sox3.S ORF	This paper		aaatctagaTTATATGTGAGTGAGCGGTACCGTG
Commercial assay, kit	Ultra II RNA library build kit	NEB	Cat #E7760	
Commercial assay, kit	Ultra II DNA library build kit	NEB	Cat #E7645	
Commercial assay, kit	RNA Clean and Concentrator-5	Zymo	Cat #R1013	
Software, algorithm	Bowtie2	Langmead and Salzberg, 2012; http://bowtie-bio.sourceforge.net/bowtie2	DOI: 10.1038/nmeth.1923	v2.4.2
Software, algorithm	Hisat2	Kim et al., 2015; http://daehwankimlab.github.io/hisat2/	DOI: 10.1038/nmeth.3317	v2.0.5
Software, algorithm	featureCounts	Liao et al., 2014; https://subread.sourceforge.net/	DOI: 10.1093/bioinformatics/btt656	v2.0.1
Software, algorithm	SEACR	Meers et al., 2019; https://github.com/FredHutch/SEACR	DOI: 10.1186 /s13072-019-0287-4	v1.3
Software, algorithm	MACS2	Zhang et al., 2008; https://github.com/taoliu/MACS	DOI: 10.1186 /gb-2008-9-9-r137	v2.2.7.1
Software, algorithm	BEDtools	Quinlan and Hall, 2010; https://bedtools.readthedocs.io/en/latest/	DOI: 10.1093/bioinformatics/btq033	v2.30.0
Software, algorithm	DESeq2	Love et al., 2014; https://bioconductor.org/packages/release/bioc/html/DESeq2.html	DOI: 10.1186 /s13059-014-0550-8	v4.0.3
Software, algorithm	LiftOver	Kent et al., 2002; https://hgdownload.soe.ucsc.edu/downloads.html#utilities_downloads	DOI: 10.1101/gr.229102	
Software, algorithm	BLAT	Kent et al., 2002; https://hgdownload.soe.ucsc.edu/downloads.html#utilities_downloads	DOI: 10.1101/gr.229102	
Software, algorithm	Blast	Camacho et al., 2009; https://blast.ncbi.nlm.nih.gov/doc/blast-help/downloadblastdata.html	DOI: 10.1186/1471-2105-10-421	v2.11.0+
Software, algorithm	Samtools	Li et al., 2009; http://www.htslib.org	DOI: 10.1093/bioinformatics/btp352	v1.12
Software, algorithm	deeptools	Ramírez et al., 2014; https://github.com/deeptools/deepTools	DOI: 10.1519/JSC.0b013e3182a1f44c	v3.5.1
Software, algorithm	LastZ	Harris, 2007; https://github.com/lastz/lastz		v1.04.00
Software, algorithm	Homer	Heinz et al., 2010; http://homer.ucsd.edu/homer/download.html	DOI: 10.1016 /j.molcel.2010.05.004	v4.11.1
Software, algorithm	Paml	Yang, 1997; https://github.com/abacus-gene/paml	DOI: 10.1093/bioinformatics/13.5.555	v4.9f
Software, algorithm	pal2nal	Suyama et al., 2006; http://www.bork.embl.de/pal2nal/	DOI: 10.1093/nar/gkl315	v14
Software, algorithm	EMBOSS needle	Rice et al., 2000; https://emboss.sourceforge.net/download/	DOI: 10.1016 /s0168-9525(00)02024–2	v6.6.0
Software, algorithm	R	R core team, 2013; https://www.r-project.org		v4.0.4
Software, algorithm	Trim_galore	Martin, 2011; https://github.com/FelixKrueger/TrimGalore	DOI: 10.14806/ej.17.1.200	v0.6.6
Software, algorithm	Cutadapt	Martin, 2011; https://github.com/marcelm/cutadapt	DOI: 10.14806/ej.17.1.200	v1.15
Other	*X. laevis* genome	Xenbase; https://www.xenbase.org/xenbase/static-xenbase/ftpDatafiles.jsp	*X. laevis* v9.2 genome assembly	Genomic resource. v9.2
Other	*X. laevis* genome	Xenbase; https://www.xenbase.org/xenbase/static-xenbase/ftpDatafiles.jsp	*X. laevis* v10.1 genome assembly	Genomic resource. v10.1
Other	*X. laevis* gene models	Xenbase; https://www.xenbase.org/xenbase/static-xenbase/ftpDatafiles.jsp	*X. laevis* v9.2 gene models	Genomic resource. v9.2
Other	*X. laevis* gene models	Xenbase; https://www.xenbase.org/xenbase/static-xenbase/ftpDatafiles.jsp	*X. laevis* v10.1 gene models	Genomic resource. v10.1
Other	*X. laevis* page IDs	Xenbase; https://www.xenbase.org/xenbase/static-xenbase/ftpDatafiles.jsp	*X. laevis* v7.1 page IDs	Genomic resource. v7.1
Other	CUT&RUN for histone marks, ATAC-seq, RNA-seq in *X. laevis*	This study	GEO #GSE207027	High-throughput sequencing data
Other	mir-427 gene model	miRBase; Kozomara et al., 2019	MI0001449 and MI0038331	High-throughput sequencing data
Other	*X. laevis* wildtype stage 5 RNA-seq	Phelps et al., 2021	GEO #GSE152902	High-throughput sequencing data. SRR12758941; SRR12758940
Other	*X. tropicalis* wildtype RNA-seq	Owens et al., 2016	GEO #GSE65785	High-throughput sequencing data. SRR1795666; SRR1795634
Other	*X. tropicalis* morpholino and amanitin affected genes	Gentsch et al., 2019	GEO #GSE113186	High-throughput sequencing data
Other	Zebrafish Pou/Sox/Nanog affected genes	Lee et al., 2013	GEO #GSE47558	High-throughput sequencing data
Other	*X. tropicalis* acetylated enhancers	Gupta et al., 2014	GEO #GSE56000	High-throughput sequencing data
Other	Zebrafish acetylated enhancers	Bogdanovic et al., 2012	GEO #GSM915197	High-throughput sequencing data
Other	Chains from *X. laevis* v2 to *X. tropicalis* v9	UCSC genome browser	xenLae2ToXenTro9	Genomic resource for liftover. 10% minimum sequence matching
Other	Chains from *X. tropicalis* v2 to *X. tropicalis* v7	UCSC genome browser	xenTro2ToXenTro7	Genomic resource for liftover. 90% minimum sequence matching
Other	Chains from *X. tropicalis* v7 to *X. tropicalis* v9	UCSC genome browser	xenTro7ToXenTro9	Genomic resource for liftover. 90% minimum sequence matching
Other	Chains from *X. tropicalis* v7 to zebrafish v10	UCSC genome browser	xenTro7ToDanRer10	Genomic resource for liftover. 10% minimum sequence matching
Other	Chains from zebrafish v10 to zebrafish v11	UCSC genome browser	danRer10ToDanRer11	Genomic resource for liftover. 90% minimum sequence matching

# Supplementary material for: Hybridization led to a rewired pluripotency network in the allotetraploid Xenopus laevis
**Source:** eLife. 2023 Oct 3;12:e83952. doi: 10.7554/eLife.83952
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials availability statement |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods (CUT&RUN) |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Methods (RNA-seq libraries, CUT&RUN, ATAC-seq) |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods (Animal husbandry) |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods (RNA-seq, CUT&RUN, ATAC-seq) |  |
| Define whether data describe technical or biological replicates. | Methods (RNA-seq, CUT&RUN, ATAC-seq) |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods (Animal husbandry) |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Results (Fig 2A,D, 3B-C, 4E,G,J-L, 5B-D; Supp Figs S2D,E,J-L, S4E-F, S5D, S6L-N, S7G, S8B, D-H) |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability statement |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Methods (Comparison with X. tropicalis and zebrafish) |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Data availability statement |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Data availability statement |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

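The values come from 60 libraries of 29 conditions and 8 collections of embryos, as deposited by the authors. Before deposit, the authors aligned the reads with HISAT2 (2.2.1 in the deposited notes, v2.0.5 in the paper's methods) and made exon and intron counts with featureCounts 2.0.1, pairs of reads counted on the coding strand of the X. laevis v9.2 annotation. The authors made the deposited TPM values (transcript shares scaled to 1e6) from exon counts and exon lengths. The authors made the deposited RPKM values from intron counts, per kilobase of intron and per 1e6 exon counts. TPM of stage 8 replicate 2 and of both stage 10.5 libraries were scaled over all genes of the count file and those of the other libraries over the genes with TPM, and exon counts on genes without TPM made up 0.0672% to 0.885% of a library. Stage 10.5 libraries hold added GFP, mCherry and luciferase RNA, and stage 5 libraries were depleted of COX2 and COX3.

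Exon counts per library ran from 6809284 to 25358689 and intron counts from 36762 to 1637909. A gene has an exon entry and, for 39182 genes, an intron entry. Exon entries with at least 0.5 counts per 1e6 in a library were kept (27602), and intron entries with a count above 10 and at least 0.25 RPKM in a library (9916). All conditions but those of collection H, which the paper discarded, entered 1 fit of edgeR 4.0.16 with TMM scaling and the quasi-likelihood F-test. Comparisons with collection H came from a further fit of the same kind that held all libraries. The form of the quasi-likelihood fit introduced with edgeR 4 was taken for its shorter run time after the counts of both forms had been seen. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1.5, in either entry. Standard errors are the size of the log2 difference over the square root of F. DESeq2 1.42.0 served as an alternative test.

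Sample groups, comparisons, thresholds, 22 alternatives and 12 gene lists were written before the data were examined, and 4 further alternatives after. The lists are maternal pluripotency factors; ventx and BMP targets; organizer and Wnt targets; mesendoderm and nodal; ectoderm and neural; cell cycle and checkpoint; p53, stress and innate response; germ plasm and oocyte; core histones and chromatin; translation and housekeeping; RNA polymerase II and splicing; and rrm2 and other maternal-zygotic genes of the paper. Genes named are those the paper names, the 10 largest differences in each direction with at least 5 TPM in the higher group in each of 7 main comparisons, and the smallest p and the highest level of each list. Homeologs were paired by symbols ending in .L and .S, and 26691 genes carry no symbol. The primary transcript of mir-427 could not be paired with a gene identifier, so no value is given for it.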

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

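The 11 predictions used here were written before their results were seen. Other values beside them were in no prediction and were chosen after: the RPKM medians, the 355 of 523 entries in collection F and, in the last paragraph, the counts outside activated genes, the counts lower and higher, and the genes shared with collection D. Chosen after as well were the genes higher in collections G and F alike, and the p53, stress and innate response counts beside them.

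The response to triptolide differed between collections A and B in 110 activated genes, 29 with the larger response in A and 81 in B, by edgeR's quasi-likelihood test of the difference between the responses. cyp26a1.S, a retinoic acid hydroxylase gene, stood at 0.59 TPM with triptolide in collection A and 11.0 TPM in collection B (log2 difference of the responses 5.16, adjusted p = 1.17e-12 from edgeR). Collection H, which the paper set aside, had 1220 activated genes outside the first wave lower with cycloheximide and GFP morpholino than with GFP morpholino alone. In the same collection 451 of 3194 primary-activated genes were lower in triple morphants with cycloheximide than in their GFP controls.

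Cycloheximide lowered introns of activated genes outside the first wave by a median log2 difference of -1.26 in collection H (bootstrap interval -1.31 to -1.21) and of -3.27 between triple morphants of collection F with and without it. A weaker action of cycloheximide in collection H fits, but the gap also comes from unlike levels without cycloheximide, medians of 0.114 and 0.139 RPKM in GFP controls of collection H and 0.335, 0.279 and 0.305 RPKM in triple morphants of collection F. In cycloheximide GFP controls, these introns had medians of 0.039, 0.049 and 0.052 RPKM in collection H, 0.021 and 0.022 RPKM in collection C and 0.020 and 0.023 RPKM in collection D, which have no GFP controls without cycloheximide. A difference in age of the embryos between treated and untreated groups would also leave intron signal, and was not tested. Libraries of collection H at several doses of cycloheximide, or a count of labelled new protein, would tell these apart.

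In collection G, the genes higher with pou5f3.3 and sox3 morpholinos may come in part from 1 shift of all introns: after the median intron difference was subtracted, 36.4% of the intron entries called higher stayed past the threshold (151 of 415). Entries near the threshold drop under any such shift, and 355 of 523 stayed with all 3 morpholinos in collection F, so the count does not show that a shift is the whole cause. An effect of collection G alone is excluded as the whole cause by the triple morphants of collection F. There the same entries had a median log2 difference of 1.43 (bootstrap interval over entries, not libraries, 1.33 to 1.53). A part particular to collection G is not excluded. Of the 474 activated genes higher there, 218 were also called higher in these triple morphants, against 40.7 for independent lists. In the list p53, stress and innate response, 15 of 37 genes were higher in collection G and 3 in these triple morphants. GFP embryos at an earlier point of genome activation remain open: genes higher in morphants exceeded other activated genes by 0.15 in the change from stage 9 to stage 10.5 (bootstrap interval -0.06 to 0.38). Intron counts against an added RNA standard, with embryos of both groups staged by cell number, would separate a general rise from changes of single genes.

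Smaller differences between L and S copies in triple morphants could come from choosing pairs for their difference in the controls. With pairs chosen on controls that were not measured, the median fall in triple morphants without cycloheximide was 0.0451 (bootstrap interval 0.00649 to 0.0918). With cycloheximide, it was 0.68 in the high-dose double morphants of collection D (0.57 to 0.80). These intervals resample pairs and not libraries. In the high-dose double morphants, this choice is excluded as the whole cause. Without cycloheximide it is not excluded. The fall there is small, and the control is the mean of GFP replicates 2 and 3 against 3 morphant libraries. In triple morphants with cycloheximide it was not tested this way. A floor on the levels of both copies, at which ratios shrink, was not excluded and could be tested with deeper libraries.

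For the primary-activated genes lower in triple morphants with cycloheximide, the controls of collections C and D differed in 16.8% as many. This bound, set before, was wrong for collection F, which has no control of its own: outside activated genes that comparison gave 1424 lower and 1058 higher, near the 1272 and 1074 between the controls and far from the 256 and 11 of the high dose within collection D. Against a difference between collections as the whole cause, 1133 primary-activated genes were lower and 26 higher, while 162 were lower and 190 higher between the controls, and 903 of the 1133 were also lower within collection D. Without a control of collection F it is not excluded. Of the 35 ways to divide those 7 libraries, 1 called as many genes as the labels, the labels themselves (2312, highest other 0), but this division is also that of collection F from C and D, whose controls differ from each other in 1341 genes higher and 1558 lower, so it does not separate morpholinos from collections. Dividing the 6 libraries of each morphant comparison without cycloheximide gives too few splits, 10: the labels called 1309 genes in collection G, 1040 with pou5f3.2 and pou5f3.3 morpholinos and 1794 with all 3, and the highest other count was 0.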

How the results depend on the processing

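Of the alternatives, 4 were chosen after results were seen: a 1.5-fold threshold, the earlier quasi-likelihood form, an intron minimum in 2 libraries, and each comparison fitted alone at 1.5-fold. No tested difference turned its direction under an alternative, but with pou5f3.2 and pou5f3.3 morpholinos the balance of lower and higher genes turned at a log2 threshold of 1 and at 1.5-fold, and with all 3 morpholinos it turned from 535 and 576 to 541 and 503 without replicate 1 of these morphants in collection F. Where a value moved, the cause was not tested. With DESeq2's size factors and scaling from exons alone, none of the 35 counts, shares and tests changed by enough to count as moved. Smaller changes occurred. In collection G, 474 activated genes higher and 302 lower became 563 and 265 with size factors, and 575 and 261 with exon scaling. With all 3 morpholinos, 576 and 535 became 595 and 523, and 616 and 518. With pou5f3.2 and pou5f3.3 morpholinos, 278 and 331 became 297 and 320, and 301 and 319. These scalings shift the median difference of stage 9 over stage 5 by 0.116 and 0.197. With the collection C control alone, they shift that of the triple morphants with cycloheximide by 0.100 and 0.124.

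In what follows, genes called with cycloheximide in collections C, D and F are primary-activated genes. With DESeq2, pairs activated from both copies at stage 8 were 10.2% and collection E 99.0%. Primary-activated genes higher with both morpholinos and cycloheximide were 5 in collection C and 1 in D, and those lower with sox3 alone 1. With no low-count filter, DMSO changed 8 genes, and maternal genes without exon calls were 74.1% of activated genes. Pairs activated from both copies at stage 10.5 were 63.0% and primary-activated genes higher in collection C 7. Zygotic pairs exceeded singletons by 8.28 points (chi-square p = 0.082). With each comparison fitted alone, DMSO changed 1 gene and the sox3 morpholino lowered 0 primary-activated genes. The replicate block gave 98.3% for collection E, 561 lower and 858 higher in morphants and 2012 lower with cycloheximide; in no collection did libraries of the same number correlate by more than 0.1, so the numbers do not pair. At a log2 threshold of 1, stage 8 pairs were 11.3% and activated genes higher in morphants 1973 (1264 in G, 753 and 1202 in F, with 491 lower beside the 753). Primary-activated genes higher with cycloheximide were 1 in D and 58 in F, and those lower with a single morpholino 251 and 10. By DMSO against cycloheximide, primary-activated genes were 4548. With a maternal minimum of 2 TPM, maternal genes without exon calls were 76.2%.

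At 1.5-fold, stage 8 gave 1472 activated genes, DMSO changed 22, and pairs from both copies were 13.4% at stage 8 and 50.5% at stage 9. Activated genes lower and higher in morphants were 1178 and 3280 (522 and 2411 in G, 668 and 1626, then 1084 and 1881 in F). Of primary-activated genes with cycloheximide, 5 were higher in C, 4 in D and 135 in F. Lower were 1819 in F, and 292 and 10 with single morpholinos. With comparisons fitted alone at 1.5-fold, stage 8 pairs were 10.4%, and activated genes lower and higher 1121 and 3244 (463 and 2482 in G, 656 and 1591, then 1047 and 1758 in F). Primary-activated genes with cycloheximide were 6, 2 and 128 higher and, with single morpholinos, 244 and 0 lower, in the same order. The earlier form gave 3 genes for DMSO, and 5 and 1 primary-activated genes higher in C and D. The intron minimum in 2 libraries gave 53.3% for pairs at stage 10.5 and 98.3% for collection E.

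With a library left out in turn, the ranges were 436 to 858 at stage 8, 3 to 19 for DMSO, 77.6% to 78.9% for maternal genes without exon calls, 4.11% to 6.70% for stage 8 pairs, 226 to 556 lower in C, 41 to 228 with pou5f3.3, 0 to 12 with sox3, 93.9% to 98.3% for collection E and 716 to 1248 in H. In simulated counts, 93% to 96% of 4-fold changes were found, with 2 to 5 false calls. Only exon entries above a count minimum were changed there, so these shares do not describe calls from introns. Smaller changes, and introns of shallow libraries, can be missed.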

Differences from the paper's values

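The 4 alternatives marked as added were chosen after values were seen; the other alternatives were set before. A value counts as different here when it is more than 1.5 times the paper's or less than the paper's over 1.5, so a value within that bound can still be unlike the paper's.

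The paper gives 15% of activated genes as lower in morphants, and here they are 8.71%. Of the 7 preset alternatives, a log2 threshold of 1 comes within 1.5 times (11.7%), and DESeq2, DESeq2's size factors, exon scaling, no filter, comparisons fitted alone and the replicate block do not; nor does leaving out any library (8.34% to 9.00%). The paper gives 43% as higher, and here they are 13.2%; none of the 7 preset alternatives comes within 1.5 times (12.9% to 27.6%), nor does leaving out any library (12.5% to 13.7%). A 1.5-fold threshold, chosen after seeing the values, brings the shares to 16.3% and 45.4%, of 7227 activated genes against the paper's 4772, and it drops 1 of the 36 lower and 5 of the 132 higher genes that the paper calls in the part of its table held here. It calls 66 lower and 214 higher there, of which the paper calls 35 and 127. The log2 threshold of 1.5 calls 27 and 51, of which the paper calls 19 and 36. Of 118 intron entries marked higher in collection G there, the median log2 difference fitted here is 1.1, the lowest 0.507, and 33 reach 1.5. With each comparison fitted alone and the 1.5-fold threshold, also chosen after seeing the values, the shares are 16.1% and 46.5% of 6982.

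Among pairs with maternal mRNA, the paper gives 398 activated from S alone, beside its 547 from L alone and 889 from both, and here there are 598, beside 760 and 1251. These are counts within 6702 activated genes here and 4772 in the paper; as shares of these pairs, S alone is 21.7% of the paper's 1834 and 22.9% of the 2609 here, within 1.5 times. DESeq2 (584) and the replicate block (592) come just within 1.5 times the paper's count, and the other 5 preset alternatives do not (up to 673), nor do 36 of 48 fits with a library left out. The earlier quasi-likelihood form (593) and the intron minimum in 2 libraries (568), both chosen after seeing the values, also come just within it. Among pairs without maternal mRNA, the paper gives 46 from L alone and 35 from S alone, beside its 126 from both, and here there are 88 and 58, beside 172. As shares of these pairs, L alone is 22.2% and S alone 16.9% of the paper's 207, and 27.7% and 18.2% of the 318 here, within 1.5 times. As counts, no preset alternative comes within 1.5 times for either (82 to 150 and 55 to 135), and no added alternative does (85 to 93 and 54 to 61); with a library left out, L stays outside in all 48 fits and S in 47.

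Of loci activated at stage 8, about 15% are activated from both copies in Fig. 2A, read by eye, and here 4.92%. None of the 7 preset alternatives comes within 1.5 times (4.23% to 8.89%), nor does leaving out any library (3.28% to 5.32%). A 1.5-fold threshold, chosen after seeing the values, gives 10.5%, within 1.5 times, and drops 0 of the 297 activated genes that the paper calls in the part of its table held here. It calls 446 activated there, of which the paper calls 297; the log2 threshold of 1.5 calls 420, of which the paper calls 291.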

Other observations

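No test of this part was chosen after results were seen.

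Embryos of collection E, with 1 library per group, were set beside collection G without a test. sox3.L stood at 437 TPM with the GFP morpholino and 495 TPM with pou5f3.3 and sox3 morpholinos, and gs17.L at 231 and 239 TPM. Of 136 activated genes with exons lower in collection G, 129 were lower in collection E as well (median log2 difference -1.34), and of 110 with exons higher, 97 were higher (median 0.78).

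gene35084, which has no symbol, stood at 16950.0 ± 693 TPM with DMSO, 243 ± 23.8 TPM with cycloheximide and 7.85 ± 0.223 TPM with triptolide in collection B (SD, n = 2 each). gene47804, also without a symbol, stood at 264 ± 2.45 TPM with DMSO and at 0 with triptolide, at least 252-fold higher.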
